# NG2/CSPG4 attenuates motility in mandibular fibrochondrocytes under serum starvation conditions

**DOI:** 10.3389/fcell.2023.1240920

**Published:** 2023-11-07

**Authors:** Shin Young Ahn, Mina Bagheri Varzaneh, Yan Zhao, Jacob Rozynek, Sriram Ravindran, Jonathan Banks, Minahil Chaudhry, David A. Reed

**Keywords:** cell migration, NG2/CSPG4, chondrocytes, temporomandibular joint, collagen VI, cell adhesion, cell motility

## Abstract

The migration of mandibular fibrochondrocytes is important for the development of the mandible, the homeostasis of the mandibular cartilage, and for the capacity of the tissue to respond to injury. Mandibular fibrochondrocytes have to overcome formidable obstacles during migration including a dense and heterogeneous three-dimensional matrix. Guiding the direction of cell migration and commitment to a migratory phenotype in this microenvironment necessitates a multivalent response to chemotactic and extracellular matrix-mediated stimuli. One of the key matrix components in the cartilage of the temporomandibular joint is type VI collagen. Neuron/glial antigen 2 (NG2/CSPG4) is a transmembrane proteoglycan that binds with collagen VI and has been implicated in a wide range of cell behaviors including cell migration, motility, adhesion, and proliferation. While NG2/CSPG4 has been shown to be a key regulator of mandibular cartilage homeostasis, its role in the migration of mandibular fibrochondrocytes during normal and cell stress conditions has yet to be resolved. Here, we address this gap in knowledge by characterizing NG2/CSPG4-dependent migration in mandibular fibrochondrocytes using primary mandibular fibrochondrocytes isolated from control and full length NG2/CSPG4 knockout mice, in primary mandibular fibrochondrocytes isolated from NG2|DsRed reporter mice and in an immortalized mandibular fibrochondrocyte cell line with a mutated NG2/CSPG4 ectodomain. All three cells demonstrate similar results, with loss of the full length or truncated NG2/CSPG4 increasing the rate of cell migration in serum starvation/cell stress conditions. These findings clearly implicate NG2/CSPG4 as a key molecule in the regulation of cell migration in mandibular fibrochondrocytes in normal and cell stress conditions, underscoring the role of NG2/CSPG4 as a mechanosensitive signaling hub in the mandibular cartilage.

## 1 Introduction

The migration of chondrocytes through a dense extracellular matrix is a remarkable and understudied phenomenon in the cell and molecular biology of cartilage. Migration is critical for both development and the tissue’s response to injury. During degenerative arthropathies such as osteoarthritis (OA), the post-traumatic injury response of the cartilage is facilitated through cell migration, enabling progenitor and inflammatory cells to initiate the repair and resolution of the affected area. Migratory chondrocyte progenitor cells synthesize a fibrocartilaginous neo-matrix that improves the overall integrity of the tissue but does not perfectly recapitulate the higher-order structure and material properties of the original tissue (Seol et al., 2012; Jiang and Tuan, 2015). These progenitor cells have stem cell-like properties and can be induced to commit to a chondrogenic fate. A similar process has been reported in the cartilage of the temporomandibular joint (TMJ), with migratory cells within cartilage defects observed shortly after injury (Cledes et al., 2006). It is unknown if these migratory cells in the TMJ are the fibrocartilage stem cells recently identified from the rodent and human condyle (Robinson et al., 2015; Embree et al., 2016; Bi et al., 2020; Fan et al., 2021). Despite the mobilization of these cells, many post-natal injuries are not repaired. This is likely the result of the difficulties associated with migration through a dense and heterogeneous extracellular matrix that impairs the infiltration of repair cells into the affected area following post-traumatic injury (Morales, 2007). There is an important gap in knowledge related to the molecular mechanisms regulating the migratory potential and phenotype of chondrocytes.

When moving through a heterogeneous substrate such as cartilage, cells adaptively modify their cell surface microdomain by modifying the composition and organization of receptors, proteoglycans, cell adhesion molecules, and proteases, switching between “path finding” and “path generating” behaviors (Cattaruzza and Perris, 2005). Cells migrate through a substrate by active polymerization of the leading edge of the cell, generating cytoskeletal protrusions that adhere to the extracellular matrix substratum (Lauffenburger and Horwitz, 1996; Yamada and Sixt, 2019). Adhesion to the substrate is achieved through integrin binding with coordinated mechanosensory integration with intracellular focal adhesions. These substrate interactions potentiate, in part, the capacity of cells to sense differences in the material properties of the extracellular matrix (Yamada and Sixt, 2019). Cells integrate this adhesion information from the substrate with the mechanics of forward actin protrusion and actomyosin contractions to control cell polarity, migration directionality, and coordinated cell movements (Haeger et al., 2015).

Therefore, the direction of cell migration and commitment to a migratory phenotype necessitates a multivalent response to chemotactic and extracellular matrix-mediated stimuli. Growth factors affecting cell migration include platelet-derived growth factor (PDGF), fibroblast growth factor (FGF), insulin-like growth factor (IGF), and transforming growth factor (TGF)-β. PDGF, FGF, and IGF are present in post-traumatic cartilage (Mishima and Lotz, 2008; Hopper et al., 2015). Of these growth factors, PDGF is one of the most potent. In chondrocytes and mesenchymal stem cells, PDGF-BB and -AB induce a robust migratory response from the cells, with a lower response being elicited from PDGF-AA (Mishima and Lotz, 2008). PDGF is of special interest in biomedical studies as a prominent component of the serum used in cell culture media. TGF-β is also involved in the injury response of the cell, regulating the fibrogenic signaling axis. This TGF-β-mediated injury response is associated with the accumulation of cell surface and extracellular matrix proteoglycans (Cattaruzza and Perris, 2005).

The accumulation of membrane-associated proteoglycans after injury can have multiple roles including regulating growth factor-mediated signaling, ectodomain shedding, the synthesis of scaffolding proteins, the composition of the subcellular microdomain, and the localization of glycosaminoglycan chains to the cell. These modifications are associated with both anti-adhesion and anti-migratory effects and impact the regenerative and reparative potential of the tissue (Krekoski et al., 2001; Bradbury et al., 2002; Zuo et al., 2002). Specifically, sulfated GAG side chains exert anti-adhesion and anti-migratory effects on the cell due to the negative charge of the molecule (Davies et al., 2008). The anti-migratory effects of chondroitin sulfate chains in the cartilage is well-documented, particularly in the major proteoglycan of articular cartilage aggrecan (Hunziker and Rosenberg, 1996; Perris et al., 1996; Johnson et al., 2005; Johnson et al., 2006; Davies et al., 2008). Less is known about the role of other chondroitin sulfates containing membrane-associated proteoglycans in the migration of cartilage cells.

One of these proteoglycans is neuron glial antigen 2 (NG2; human homolog, CSPG4; mouse homolog, AN2). NG2/CSPG4 is a single-pass transmembrane proteoglycan with chondroitin sulfate chains present on the ectodomain. NG2/CSPG4 is present in cartilage (Fukushi et al., 2003; Yotsuya et al., 2019) and regulates the homeostasis of the cartilage during health and disease (Midwood and Salter, 1998; Midwood and Salter, 2001; Reed et al., 2022). NG2/CSPG4 has been implicated in cell migration and motility in other cell types (Fukushi et al., 2004; Makagiansar et al., 2007) but has not been studied in temporomandibular joint cartilage. NG2-/CSPG4-mediated migration/motility is achieved through both direct and indirect mechanisms. NG2/CSPG4 directly engages with the cell surface microdomain through beta-1 integrin (Burg et al., 1996; Burg et al., 1997; Goretzki et al., 1999; Fukushi et al., 2004; Makagiansar et al., 2007; Chekenya et al., 2008; Jamil et al., 2016) and is a cell surface receptor for type VI collagen (Stallcup et al., 1990; Nishiyama and Stallcup, 1993; Burg et al., 1996; Burg et al., 1997; Tillet et al., 2002; Huang et al., 2010). NG2/CSPG4 also regulates cell motility through binding with pro-migratory growth factors, PDGF-AA and FGF2 (Nishiyama et al., 1996a; Nishiyama et al., 1996b; Goretzki et al., 1999; Grako et al., 1999). Indirectly, the addition of NG2/CSPG4 enhances cellular motility even in cells that do not contain substantial endogenous cell surface NG2/CSPG4 such as vascular endothelial cells, promoting *in vitro* endothelial tube formation and *in vivo* blood vessel development (Fukushi et al., 2004).

The role of NG2/CSPG4 in the migratory potential of a cell is regulated by differential phosphorylation at two sites. Phosphorylation at Thr2256 through PKCα promotes migration by enhancing NG2/CSPG4 colocalization with beta-1 integrin on the leading edge lamellipodia. Phosphorylation at Thr2314 through ERK-1/2 enhances NG2/CSPG4 colocalization with β-1 integrin on the apical surface microprotrusions and promotes a proliferative phenotype (Makagiansar et al., 2007). The ERK-1/2 and PCKα signaling pathways are important mediators of chondrocyte differentiation and mechanotransduction (Zhen et al., 2001; Lee et al., 2002). PKCα activation occurs in an mTOR-dependent manner, with mTOR signaling being a potent upstream regulator of migration (Zhou and Wong, 2006). Chondrocyte migration is associated with the ERK-1/2 pathway. Together, the ERK, PKC, and mTOR pathways represent parallel and complementary signaling pathways regulating cell migration in cartilage (Fujita et al., 2004; Davies et al., 2008; Lu et al., 2013).

NG2/CSPG4 contains large chondroitin sulfate chains, suggesting that it should have anti-migratory effects on the cells. However, multiple studies have demonstrated that the presence of NG2/CSPG4 in cancers is a strong indicator of the metastatic potential of the tumor (Burg et al., 1997; Burg et al., 1998; Chekenya and Pilkington, 2002), with NG2/CSPG4 loss of function experiments resulting in attenuated cell migration (Cattaruzza et al., 2013b; Jamil et al., 2016; Yang et al., 2019a; Wilms et al., 2022). Given the multivalent nature of NG2-/CSPG4-dependent migratory signaling, with cytoskeletal-mediated/growth factor-independent pathways and convergent growth factor/extracellular matrix pathways potentially influencing the phenotype and behavior of the cell (Cattaruzza and Perris, 2005), the role of NG2/CSPG4 as a regulator of cell migration in cartilage health and disease has yet to be resolved.

The interaction of NG2/CSPG with OMI/HTRA2 to regulate oxidative stress implicates the proteoglycan in the transcriptional regulation of the cell stress response (Maus et al., 2015). Oxidative stress is an important factor in the progression of degenerative conditions such as osteoarthritis (Tanaka et al., 2008). Oxidative stress can be modeled in an *in vitro* environment using serum starvation (Tangtrongsup and Kisiday, 2018), not only elevating reactive oxygen species but also removing a number of key growth factors known to interact with NG2/CSPG4, synchronizing the cell-cycle kinetics of cells, suppressing proliferation, and altering signaling molecules associated with NG2/CSPG4 functionality such as ERK-1/2, PKCα, and mTOR signaling (Hasan et al., 1999; Chen and Long, 2014; Raja et al., 2018). Here, we will leverage this cell culture model together with live cell imaging of migration to determine the role of NG2/CSPG4 as a regulator of cell migration during normal physiological and cell stress conditions.

## 2 Materials and methods

### 2.1 Control, NG2/CSPG4 knockout, and DsRed NG2/CSPG4 reporter mice

Control mice from a C57BL/6J background were purchased from Jackson Laboratory. Knockout mice were acquired from the KOMP repository (Cspg4tm1a(KOMP)Wtsi/Bcm) and were generated using the knockout-first allele, promoter-driven section kit. The knockout mice used in this study were generated by cross-breeding with a Cre-expressing line to generate a reporter-tagged deletion allele. Heterogeneous mice with the reporter-tagged deletion allele were backcrossed with a C57BL/6J line and then mated to generate a reporter-tagged deletion allele for NG2/CSPG4. All animals were housed together to minimize confounding conditions. NG2/CSPG4 knockout mice were viable through skeletal maturity with no strong developmental phenotypes aside from those reported, including increased lean body mass (Mousephenotype.org). There is a mild but significant phenotype in the TMJ cartilage (Reed et al., 2022). DSRed-NG2/CSPG4 (DSRed|NG2) reporter mice were acquired from a commercial source (Tg(Cspg4–DsRed.T1)1Akik, Jackson Laboratory) and bred to generate offspring hemizygous for the reporter construct. TMJ osteoarthritis was induced using the unilateral partial discectomy model as previously described (Yotsuya et al., 2019; Reed et al., 2022). The use of all animal tissues followed an approved animal use protocol (UIC ACC #23-042/#20-068).

### 2.2 Immunohistochemistry and immunocytochemistry

For immunohistochemistry, the sections were deparaffinized, treated with sodium borohydride (132.2 mM, 452882, Sigma), permeabilized with methanol and 0.5% Triton (v/v), blocked in 5% donkey serum (D9663, Sigma, St. Louis, MO) for 2 h, and incubated with primary antibodies against NG2/CSPG4 (1:200, AB5320, Sigma Millipore, Santa Cruz, CA) or a custom monoclonal antibody raised against the NG2/CSPG4 intracellular domain (1:200, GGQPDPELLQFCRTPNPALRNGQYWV, UIC Protein Core, Chicago, IL, United States). Secondary labeling was done with Alexa Fluor donkey anti-rabbit 568 (1:500, Invitrogen, Carlsbad, CA). Nuclei were labeled with DAPI (D9542-1 MG, 1 μg/μL, Sigma, St. Louis, MO). The sections were imaged using an inverted fluorescence microscope using a ×10 objective (DMI6000B, Leica, Buffalo Grove, IL). Laser intensity, gain, and magnification were standardized for all acquisitions. Brightness and contrast settings were standardized for all images during post-processing. All data were compared to those of a no primary antibody control and isotype control. For immunocytochemistry, the cells were fixed using HistoChoice tissue fixative (VWRVH102, VWR, Radnor, PA). Antigen retrieval is the same as that described for immunohistochemistry. All samples were imaged using a laser scanning confocal microscope with a ×63 oil immersion objective (LSM 710, Zeiss) using identical laser intensity, brightness, and gain standardized for all image acquisitions. The images are representative of four biological replicates for each experimental group.

### 2.3 Primary cell isolation

Primary cell isolation was carried out by following the published methods for chondrocytes (Gosset et al., 2008; Reed et al., 2021; Reed et al., 2022; Bagheri Varzaneh et al., 2023). Mandibular condylar cartilages (MCCs) were collected from wild-type, NG2/CSPG2 knockout, and/or DsRed reporter mice from 10–14-day-old pups. Extracted MCCs were placed in collection medium DMEM (12492–013, Gibco, Gaithersburg, MD) and rinsed twice with sterile phosphate-buffered saline (PBS) solution with 25 mg/mL Plasmocin (ant-mmp, InvivoGen, San Diego, CA), 50 U/mL penicillin, and 0.05 mg/mL streptomycin (P0781, Sigma, St. Louis, MO) under a sterile flow hood. For cell isolation, MCCs were digested in type II collagenase (S004174, Worthington Biochemical, Lakewood, NJ) suspended in 3 mg/mL Dulbecco’s modified Eagle medium (11966–025, Gibco, Gaithersburg, MD) for 45 min in a thermal incubator under 5% CO_2_ at 37°C. The tissue fragments were agitated using a pipette to detach soft tissues and were then washed with PBS solution. The cartilage pieces were retrieved and then transferred to 1.5 mg/mL type II collagenase digestion medium overnight in 5% CO_2_ at 37°C. The cell solution was retrieved and placed in a 15-mL tube and then dispersed by using a transfer pipette. The cell suspension was filtered using a sterile 48 uM cell strainer and then centrifuged at 10,000 g for 10 min at room temperature. The pellet was retrieved and washed with PBS and resuspended with 15 mL of the culture medium. The cell density was calculated using a hemocytometer. All cells were cultured, grown to confluence, and used before the third passage.

### 2.4 Bulk RNA-seq with gene ontology analysis

The bulk RNA-seq analysis follows previously published methods (Reed et al., 2022). In short, RNA was isolated using the Qiagen RNeasy Mini Kit (79216 Qiagen, Germantown, MD). A Poly(A) RNA sequencing library was prepared with Illumina’s TruSeq Stranded mRNA sample preparation protocol, including oligo-(dT) magnetic bead purification, poly(A) RNA fragmentation, DNA library construction, and Agilent Technologies 2100 Bioanalyzer high-sensitivity DNA chip quality control. Sequencing was performed using Illumina’s NovaSeq 6000 sequencing system. HISAT2 was used to carry out mapping of reads for the genome, and the reads were assembled using StringTie. All transcriptomes were merged using perl scripts and gffcompare. StringTie and edgeR were used to estimate the expression levels and perform mRNA expression levels. Three biological replicates were used for the analysis. Differential gene expression was used for a Gene Ontology analysis using the ShinyGO platform (Ge et al., 2020) using the biological processes pathway database (ShinyGO 0.77), with differentially up- and downregulated genes analyzed together (*q*-value <0.05) against background genes.

### 2.5 Western blot

For *in vitro* and *in vivo* protein isolation of cultured cells, the plates were washed in ice-cold, 1× PBS, lysed using an extraction reagent (M-PER, 78501, Thermo Fisher, Waltham, MA) with protease (cOmplete, 4693116001, Sigma, St. Louis, MO) and phosphatase (PhosSTOP, 4906845001, Sigma, St. Louis, MO) inhibitors. For *in vitro* protein isolation of the cell–agarose scaffolds, the samples were rinsed in 1× PBS for 20 min, placed in Laemmli buffer, boiled for 5 min, cooled on ice, and spun down for 2 h using a mini-spin column (Pierce Spin Cups, 69700, Thermo Fisher, Waltham, MA). For all samples, insoluble lysates were removed by centrifugation at 14,000 *g* for 15 min at 4°C. For the monolayer cell and tissue samples tested for NG2/CSPG4, the supernatant was incubated with chondroitinase ABC (100330-1, AMSBio, Cambridge, MA) added at 0.05 units/mL for 3 h at 37°C. For all samples, the lysates were adjusted to a 4x Protein Sample Loading Buffer (928–40004, LI-COR, Lincoln, NE), heated at 100°C for 5 min, run on a 4%–15% sodium dodecyl sulfate polyacrylamide gel (SDS–PAGE), and analyzed using Western blot with antibodies against NG2/CSPG4 (1:500, AB5320, Sigma Millipore, Santa Cruz, CA) and PCNA (1:1000, 2586S, Cell Signaling Technologies, Danvers, Massachusetts). The blots were imaged using a LI-COR fluorescence quantitative western blot. Fluorescence values were normalized to β-actin and standardized to experimental control samples. Four biological replicates were used for all western blot.

### 2.6 Migration assay

Primary cells under three passages were used for the study. Primary cells were trypsinized and seeded in a three-well culture insert for cell migration (ibidi, Gräfelfing) at a concentration of 55 × 103 cells per 100 ul. The cells were incubated in secondary growth conditions overnight to achieve an 80% confluence. To suppress cell proliferation, mitomycin C (5 μg/mL; Sigma-Aldrich, St. Louis, MO) was added to cell culture media, and the cells were incubated for 2 h at 37°C at 5% CO_2_. To initiate cell migration, the insert was removed and the culture plate was placed in a live-cell microscope stage at 37°C and 5% CO_2_ (Leica, DMI6000B). The cells were imaged under phase contrast microscopy every 15 min for 24 h. Each experimental group consisted of four biological replicates and four technical replicates per sample. To quantify cell migration, the gap closure rate was analyzed using ImageJ software. The leading edges of the cells on each image were manually traced to create an outline of the target cell-free areas at 0, 4, 12, and 24 h. The ImageJ measure tool was used to calculate the areas in pixels at each time point and were transferred to the data window. The cell-free area at 0 h is used as a baseline to calculate % closure of the area over time: % closure = [(cell-free area at 0 h) − (cell-free area at x h)]/(cell-free area at 0 h). Cell counting was performed by counting the total number of cells in the cell-free zone defined at time 0 for each experimental time point. Four biological replicates and two or four technical replicates were used for each experimental group.

### 2.7 RT-qPCR

For quantifying gene expression changes, RNA was isolated using the RNeasy Mini Kit (74104, Qiagen, Germantown, MD). All target genes were amplified with the SYBR^®^ Select Master Mix (4385610, Applied Biosystems, Waltham, MA) in a Bio-Rad iQ5 (Bio-Rad, Des Plaines, IL). Primer sequences are reported in Supplementary Table S3. Validation of all primers using negative controls substituting molecular grade water for cDNA was carried out for each primer for standard quality control. Gene expression changes were calculated by the comparative threshold cycle method with data standardized to a sample control and normalized to GAPDH using the ΔΔCq method. Negative controls with no cDNA were run for all primers. Four biological replicates and two technical replicates were used for each experimental group.

### 2.8 Cell tracking

Primary cells from the mandibular condyles of DSRed|NG2 reporter mice were plated in a 12-well plate and grown to confluence. For the migration assay, a scratch was made across the length of the plate with the tip of a 10-μL pipette, creating a higher signal intensity of DsRed positive cells at the injury site than using the insert. The cells were cultured in serum-supplemented and low-serum condition during the migration assay. Live-cell microscopy followed the methods previously described with a fluorescent channel (588 excitation/583 emission). Laser intensity, brightness, and the contrast of image acquisition were established before starting the experiment to optimize imaging DsRed-positive cells. Exported data were processed and cell motility performance was quantified using TrackMate (Tinevez et al., 2017). DsRed-positive and -negative cells were tracked using the software and manually correct by the frame. The migration, velocity, and distance of each cell were calculated and output by TrackMate. Four biological replicates and five technical replicates (i.e., cells) were used for each experimental group.

### 2.9 Immortalization of mandibular fibrochondrocytes

Primary cells from a 10–14-day-old mouse mandibular condylar cartilage were isolated as described in the previous section. Once confluent in a 100-mm dish, the cells were transduced with the supernatant of a recombinant retroviral vector containing cDNAs expressing hTERT containing a GFP-expressing protein. After one round of retroviral transduction, the cells were given serum-supplemented media and grown to confluence. Confluent cells were then trypsinized to a single-cell suspension and sorted for GFP using a flow cytometer (Bio-Plex, Bio-Rad). GFP-positive cells were then plated in a 96-well plate using a single-cell cloning approach. The clone with the highest growth rate was selected and frozen for preparing a stock solution. The resuspended cells from this clone were used for all experiments and for the CRISPR/Cas9 modifications from cells under 10 passages.

### 2.10 CRISPR/Cas9 modification of the NG2/CSPG4 ectodomain

The collagen VI binding sequence for NG2/CSPG4 was identified from published sequences (Tamburini et al., 2018). The sgRNA sequences were designed from this target sequence using the ALT-R^®^ CRISPR–Cas9 system from Integrated DNA Technologies (IDT, Coralville, IA, United States). All of the off- and on-targets were designed using IDT software (https://eu.idtdna.com/pages). The ALT-R^®^ CRISPR–Cas9 system was used for transfection and includes the Cas9 protein, trans-activating CRISPR RNA (tracrRNA), and CRISPR RNA (crRNA). TracrRNA (5 nmol; 3 μL) was mixed with target-specific crRNA (2 nmol, 3 μL) in the IDT nuclease-free duplex buffer. The solution was incubated for 5 min at 95°C and slowly annealed at room temperature for 10 min. The sgRNA (400 ng in total) and Cas9 (1 μg) were complexed for 5 min in reduced serum medium (Opti-MEM, Gibco, NY, United States). The solution was combined with 150,000 cells, placed in a cuvette, and electroporated at 225 V for six pulses (Gene Pulser Xcell, Bio-Rad) following the published optimization values for chondrocytes (Schönenberger et al., 2011). The cells were then incubated in 10% FBS/DMEM for a further 48 h and allowed to recover. After the recovery period, dead cells were removed and adherent cells were trypsinized to generate a single-cell suspension. These cells were then plated for single-cell clonal expansion using the dilution method. Clone colonies were expanded into two plates. One plate was screened by PCR with primers designed to span the target deletion (Table 1). The second plate was screened using Sanger sequencing (3730xl Analyzer, Life Technologies). NG2/CSPG4 sequences from the control and CRISPR/Cas9 truncated cells were manually aligned to confirm the truncation of the amino acid sequence corresponding to the collage VI binding region. One clone with the best growth properties and the appropriate genotype was isolated and used for all subsequent studies.

### 2.11 Statistical analysis

A one-way ANOVA was used for all statistical tests. *Post hoc* Bonferroni tests were carried out for multi-group comparisons (SPSS, Chicago, IL). A *p*-value of <0.05 was considered statistically significant for all studies.

## 3 Results

NG2/CSPG4 is abundant in a restricted cell population in the mandibular condylar cartilage. The mandibular condylar cartilage of the TMJ is a secondary cartilage that forms from a migratory cell population derived from the periosteum of the developing mandibular mesenchyme (Hinton and Carlson, 2005). In the mandibular condylar cartilage, the superficial perichondrium is continuous with the fibrous bony periosteum and the underlying prechondroblastic layer is continuous with the osteogenic layer of the bony periosteum. Both of these cell layers are superficial to chondroblastic cells evident by the presence of proteoglycans such as aggrecan (Figures 1A, B). During MCC development, NG2/CSPG4 is abundant in the prechondroblastic layer (Figures 1C, D). In the skeletally mature mandibular condylar cartilage, the continuity of the perichondrium with the periosteum is still apparent near the pole of the condyle (Figures 1E, F). There is also an NG2/CSPG4-positive cell population deep in this perichondrium, in the prechondroblastic and chondroblastic cell layer (Figures 1G, H). During the early stages of TMJ OA, the pole of the condyle expands as the condyle flattens and the perichondrium thickens (Figures 1I, J), with a concomitant increase in the NG2/CSPG4-positive layer deep in the perichondrium (Figure 1K, L). These data illustrate that NG2/CSPG4 is not localized to the fibrous perichondrium but is concentrated in cells that have committed to chondrogenic differentiation.

**FIGURE 1:**
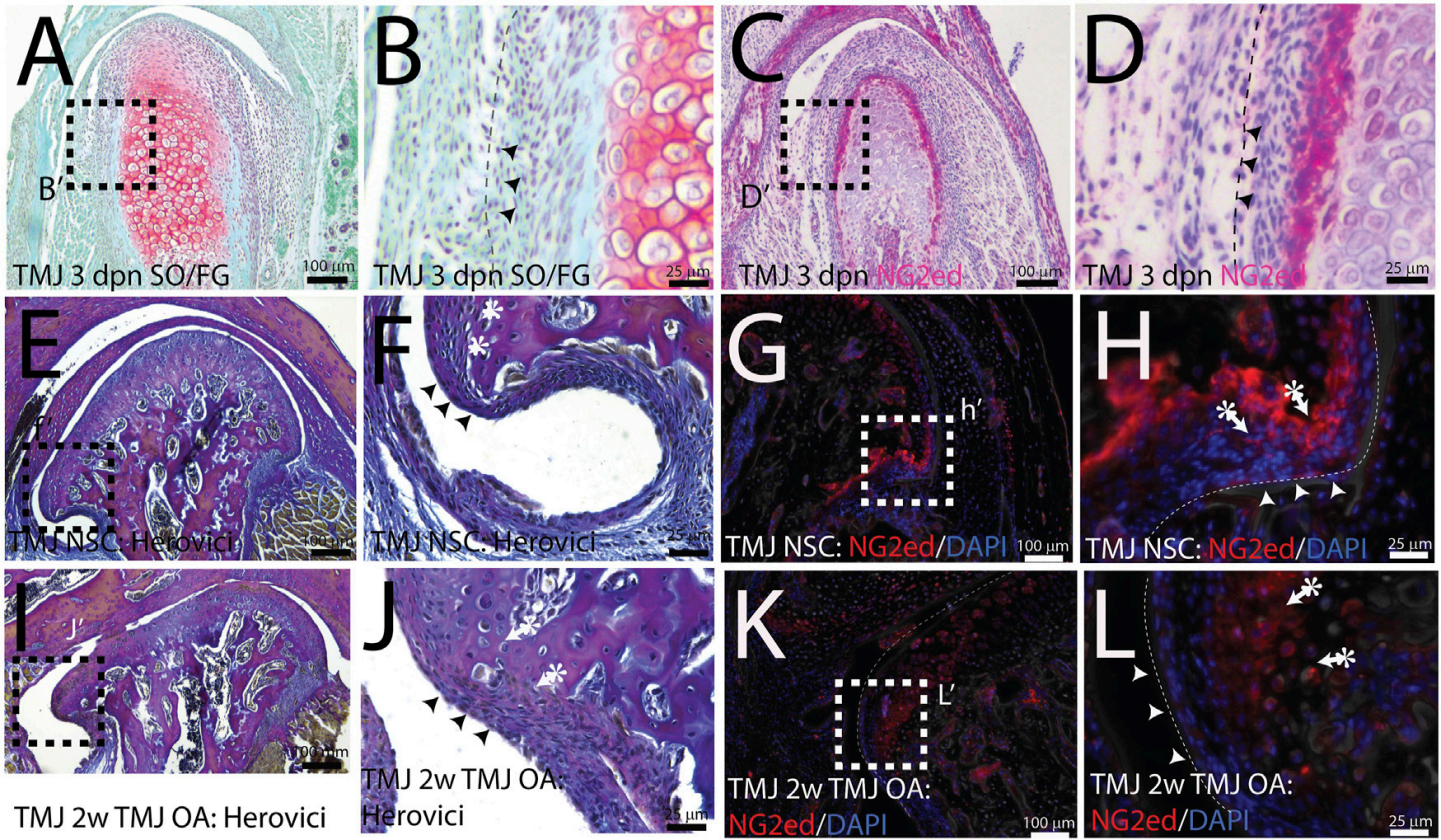
NG2/CSPG4 is abundant in a restricted population of cells in the mandibular condyle. **(A, B)** Safranin O/Fast Green staining of a 3-day post-natal mouse TMJ illustrating that the superficial fibrous layer of the condylar cartilage (arrows) and an underlying prechondroblastic layer. The chondroblastic layer is delineated by the presence of proteoglycans (red). **(C, D)** Immunohistochemistry illustrating that NG2/CSPG4 is strongly expressed in the prechondroblastic layer. **(E, F)** Herovici’s polychrome stain of the pole of the mandibular condyle illustrating that the fibrous layer of the bony periosteum is continuous with the articular layer of the mandibular cartilage and that the underlying prechondroblastic layer is continuous with the osteogenic layer of the bony periosteum; **(G, H)** immunofluorescent staining illustrating that NG2/CSPG4 is localized to the prechondroblastic cells in the mandibular condylar cartilage and on a cell layer adjacent to the bone in the osteogenic layer of the condylar periosteum. **(I, J)** Herovici’s polychrome stain of early-stage TMJ OA illustrating an increase in the thickness of prechondroblastic/chondroblastic layers at the pole of the condyle and a thickening of the periosteum. **(K, L)** Immunofluorescence staining of NG2/CSPG4 in early-stage TMJ OA illustrating an increase in immune-positive cells in the prechondroblastic layer of the mandibular condylar cartilage and negligible staining in the fibrous and osteogenic layers of the periosteum.

NG2/CSPG4 regulates the transcriptional control of cell-matrix interactions and migration. The bulk RNA-seq analysis of primary mandibular fibrochondrocytes derived from the mandibular condylar cartilage of the control and NG2/CSPG4 knockout mice cultured in serum-supplemented and serum starvation conditions was analyzed using Gene Ontology (GO) enrichment analysis. Using the biological process ontology set, several significant GO terms associated with cell migration during serum culture conditions were identified, including the “Regulation of cell migration” (-log_10_ FDR = 16; 200 genes), “Cell migration” (–log_10_ FDR = 24; 300 genes), and “Cell motility” (–log_10_ FDR = 16; 300 genes). In serum starvation conditions, significant pathways include “Cell migration” (–log_10_ FDR = 4; 200 genes) and “Cell motility” (–log_10_ FDR = 4; 200 genes). In both serum-supplemented and serum starvation conditions, NG2/CSPG4 knockout cells have a transcriptionally distinct profile affecting genes that regulate cell migration (Figure 2).

**FIGURE 2:**
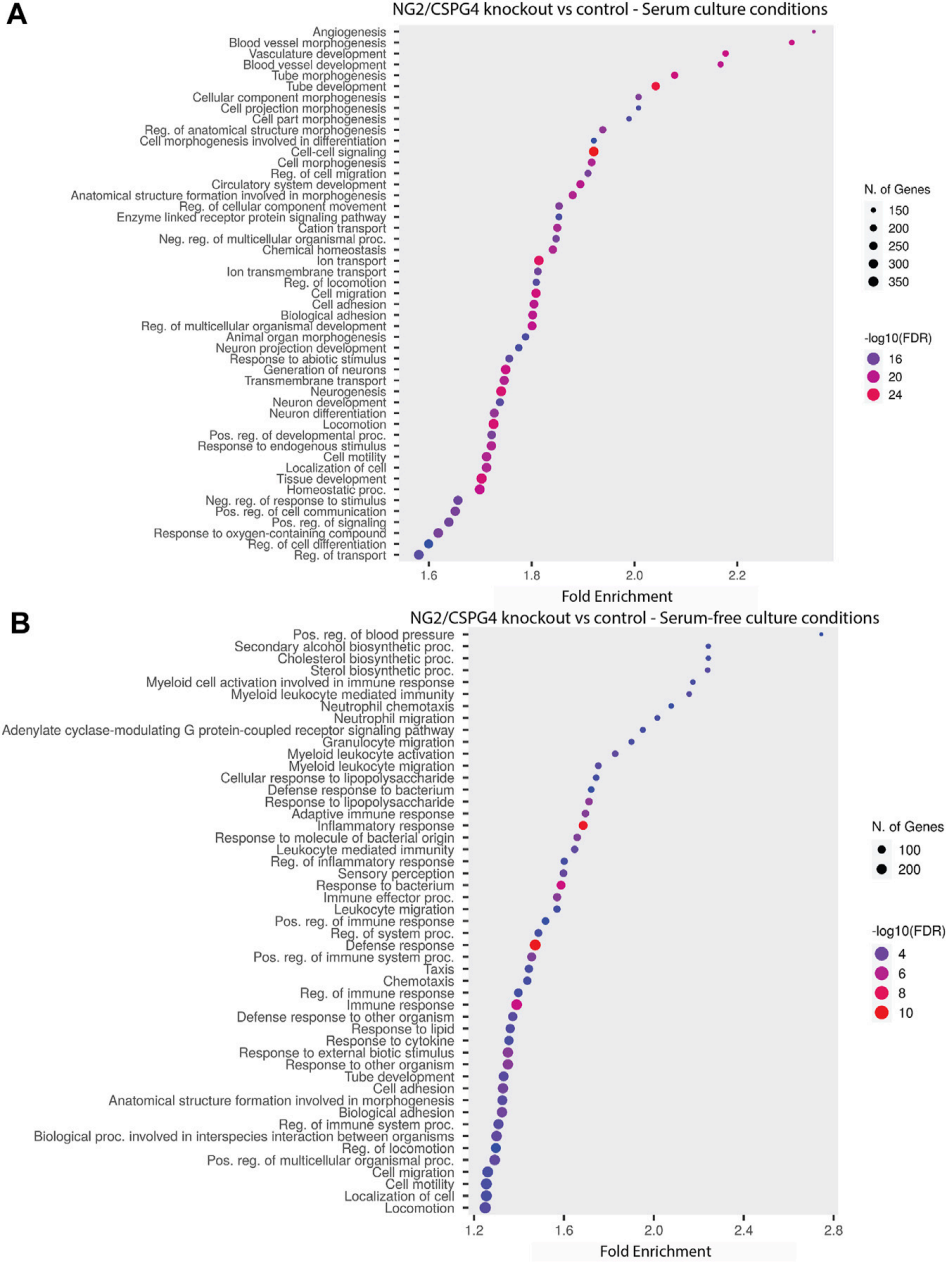
NG2/CSPG4 regulates the transcriptional control of cell-matrix interactions and migration in serum-supplemented and serum starvation conditions. **(A)** Gene Ontology enrichment analysis comparing the differences in the biological process terms from a comparison of NG2/CSPG4 knockout and control c57 primary mandibular condylar cartilage cells in serum **(A)** and serum-free **(B)** cell-culture conditions. Data represent sequencing results from *n* = 3/genotype per treatment group.

NG2/CSPG4 knockout cells migrate more quickly under serum starvation conditions. Control and NG2/CSPG4 knockout cells cultured in serum-supplemented media and in serum starvation conditions illustrate that NG2/CSPG4 is only present on the control cells (Figures 3A, B). Western blot analysis of the control cells illustrates that serum starvation does not affect the amount of full-length NG2/CSPG4 protein (Figures 3C, D). In serum-supplemented cell culture conditions, there was no difference in cell migration between the control and NG2/CSPG4 knockout cells measured by the percent closure or cell-free area after 24 h of migration (Figure 3E). In serum starvation conditions, NG2/CSPG4 knockout cells migrated more than the controls, as measured by both the percent closure (Figure 3E; *p* <0.05; *n* = 4/genotype) and the number of cells in the cell-free region after 24 h (Figure 3F; *p* <0.05; *n* = 4/genotype). Furthermore, there was no significant difference in the percent closure in NG2/CSPG4 knockout cells in serum-supplemented and serum-free culture conditions (Figure 3E).

**FIGURE 3:**
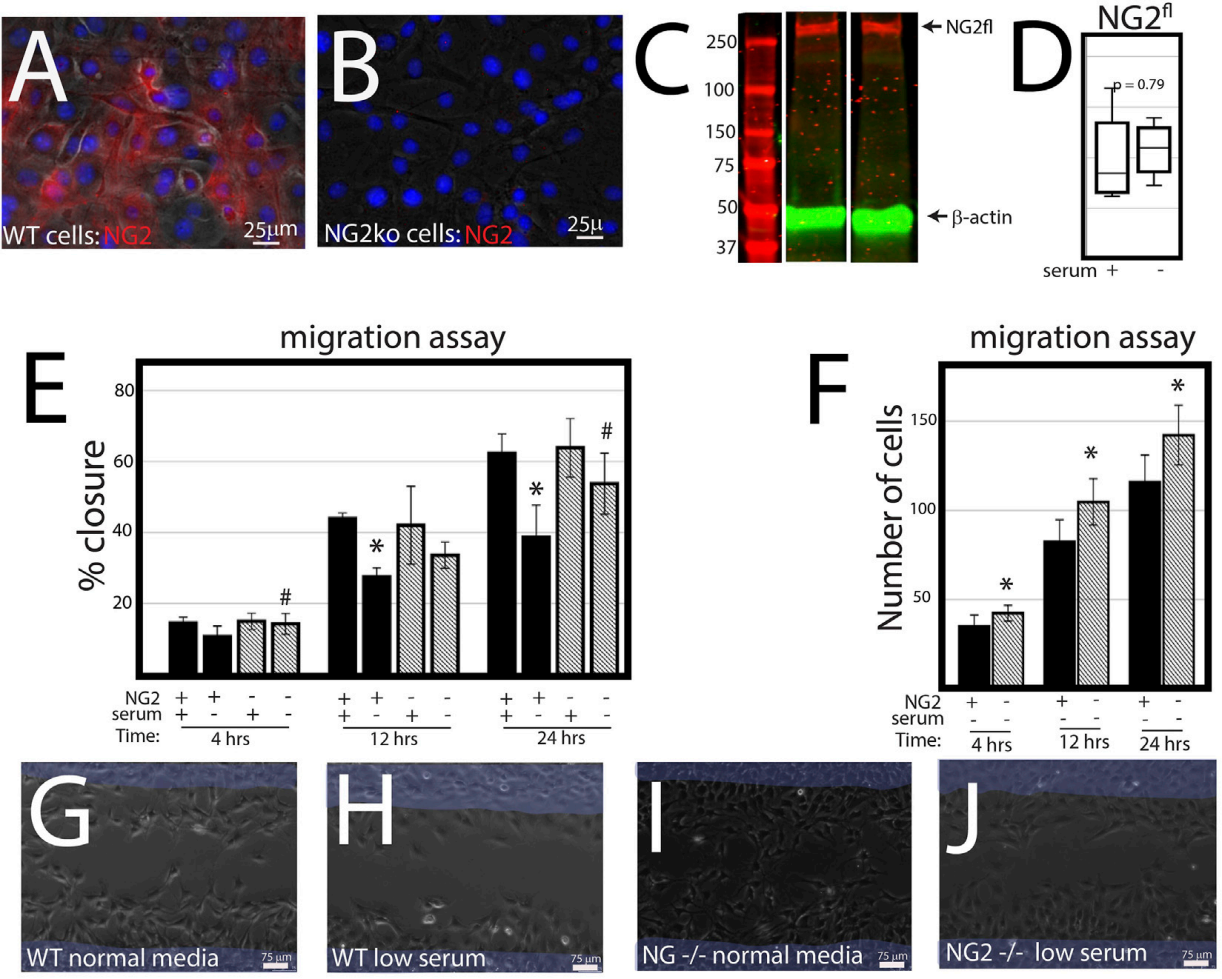
NG2/CSPG4 knockout cells migrate more quickly in serum starvation conditions. **(A)** Immunocytochemistry with immunostaining for NG2/CSPG4 in control primary mandibular fibrochondrocytes. **(B)** Immunocytochemistry with immunostaining for NG2/CSPG4 in NG2/CSPG4 knockout primary mandibular fibrochondrocytes. **(C)** Western blot of NG2/CSPG4 from the protein collected from control primary mandibular fibrochondrocytes cultured in serum-supplemented and serum starvation conditions. The full-length NG2/CSPG4 fragment is indicated at 300 kDa. Continuous western blot are provided in Supplementary Figure S1. **(D)** Quantification of the full length NG2/CSPG4 fragment with values standardized to β-actin and fold-change is calculated relative to the serum supplemented condition. *n* = 4/experimental group. **(E)** Quantification of a migration assay from the control and NG2/CSPG4 knockout primary mandibular fibrochondrocytes in serum-supplemented and serum starvation conditions measured at 4, 12, and 24 h. Data represent the percent closures of the cell-free region relative to time 0. **(F)** Quantification of the number of cells that passed in the cell free from the migration assay from serum starvation conditions at 4, 12, and 24 h. **(G–J)** Raw data visualization of the migration data with the cell-free range at time 0 indicated in yellow, superimposed over the same region after 24 h of migration. For all graphs, * represents the comparisons of serum-supplemented and serum starvation conditions with * = *p* < 0.05; # represents comparisons of the control versus NG2/CSPG4 knockout cells with # = *p* < 0.05.* = *p* <0.05 and *** = *p* <0.001; # represents comparisons of serum-supplemented and serum starvation conditions with # = *p* < 0.05 and *** = *p* < 0.001; # represents the comparisons of the control versus NG2/CSPG4 knockout cells with # = *p* < 0.05 and ### = *p* < 0.001. Representative live-cell videos of migration are provided as Supplementary Videos S1–S4.

NG2/CSPG4 knockout cells migrate more quickly in a cell proliferation-independent manner. NG2/CSPG4 cells have significantly lower levels of cell proliferation during serum-supplemented cell culture conditions (Figures 4A, B; *p* <0.001; *n* = 4/experimental group). Serum starvation suppresses cell proliferation in both the control and NG2/CSPG4 knockout cells, equilibrating proliferation to statistically indistinguishable, but non-zero levels. To remove the confounding impact of proliferation, we repeated all migration experiments following 2 h of 5 μg/mL mitomycin C treatment to suppress DNA synthesis. In serum-supplemented cell culture conditions, mitomycin C pretreatment resulted in a decrease in the rate of cell migration in NG2/CSPG4 knockout cells when compared with the control as measured by the percent closure or cell-free area after 24 h of migration (Figure 4C; *p* < 0.05; *n* = 4/experimental group). In serum starvation conditions, mitomycin C pretreatment results in an increase in the rate of cell migration in NG2/CSPG4 knockout cells when compared with controls, as measured by both the percent closure (Figure 4C; *p* <0.05; *n* = 4/genotype) and an increase in the number of cells in the cell-free region after 4 and 12 h (Figure 4D; *p* <0.05; *n* = 4/genotype). The percent closure and number of cells in the NG2/CSPG4 knockout cells decreased at 24 h, likely due to elevated levels of cell death resulting from prolonged exposure to the stress conditions resulting from mitomycin C pretreatment and serum starvation (see Figure 4F).

**FIGURE 4:**
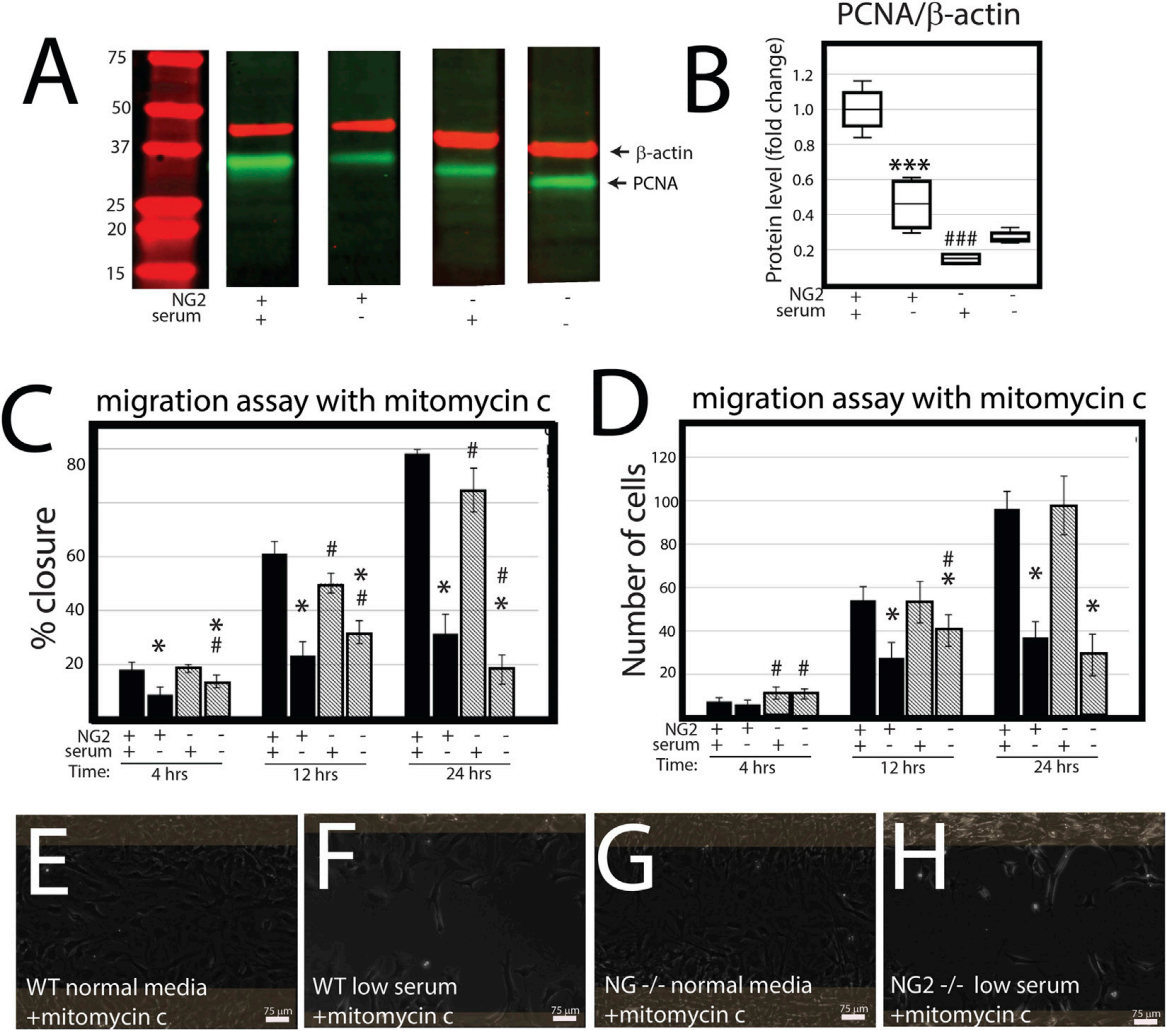
NG2/CSPG4 knockout cells have suppressed proliferation, but the rate of migration occurs in a proliferation-independent manner. **(A)** Western blot of PCNA from protein collected from the control and NG2/CSPG4 knockout primary mandibular fibrochondrocytes cultured in serum-supplemented and serum starvation conditions. The bands are representative of *n* = 4/experimental group. Continuous Western blots are provided in Supplementary Figure S1. **(F)** Quantification of PCNA with values standardized to β-actin and fold change is calculated relative to the serum-supplemented serum condition. **(C)** Quantification of a migration assay from the control and NG2/CSPG4 knockout primary mandibular fibrochondrocytes in serum-supplemented and serum starvation conditions measured at 4, 12, and 24 h pretreated with 5 μg/mL mitomycin C to suppress proliferation. Data represent the percent closures of the cell-free region at time 0. **(D)** Quantification of the number of cells that passed in the cell free region from the migration assay from serum starvation conditions at 24 h. **(E–H)** Raw data visualization of the migration data with the cell-free range at time 0 indicated in yellow, superimposed over the same region after 24 h of migration. For all graphs, * represents comparisons of serum-supplemented and serum starvation conditions with * = *p* < 0.05 and *** = p < 0.001; # represents the comparisons of the control versus NG2/CSPG4 knockout cells with # = *p* < 0.05 and ### = *p* < 0.001.

NG2/CSPG4 is diminished during active migration in mandibular fibrochondrocytes. To characterize NG2/CSPG6 levels in actively migrating cells, we conducted a migration assay on a glass slide and fixed the cells after 6 h. Confocal immunofluorescence using an antibody against full-length NG2/CSPG4 illustrates that cell–cell contact is associated with high levels of NG2/CSPG4, while migration is associated with lower levels of NG2/CSPG4 (Figures 5A–C). It has been previously reported that NG2/CSPG4 levels are linked with cell density (Asher et al., 2005). To determine if the heterogeneous distribution of NG2/CSPG4 protein in these cells was related to cell density or the migratory phenotype, we characterized NG2/CSPG4 levels from a confluent and sub-confluent population of primary mandibular fibrochondrocytes (Figures 5D, E). There was no difference in the gene expression levels between the confluent and sub-confluent population (Figure 5F; *p* = 0.194; *n* = 4/experimental group). Western blot analysis illustrates that the sub-confluent population of cells had a significantly higher level of both full-length and shed-membrane tethered fragments of NG2/CSPG4 (Figures 5.G–I; *p* <0.05; *n* = 4/experimental group). Together, these findings illustrate that the turnover of the NG2/CSPG4 protein in active migration cells is a property of the migratory phenotype and not of the density of the cells.

**FIGURE 5:**
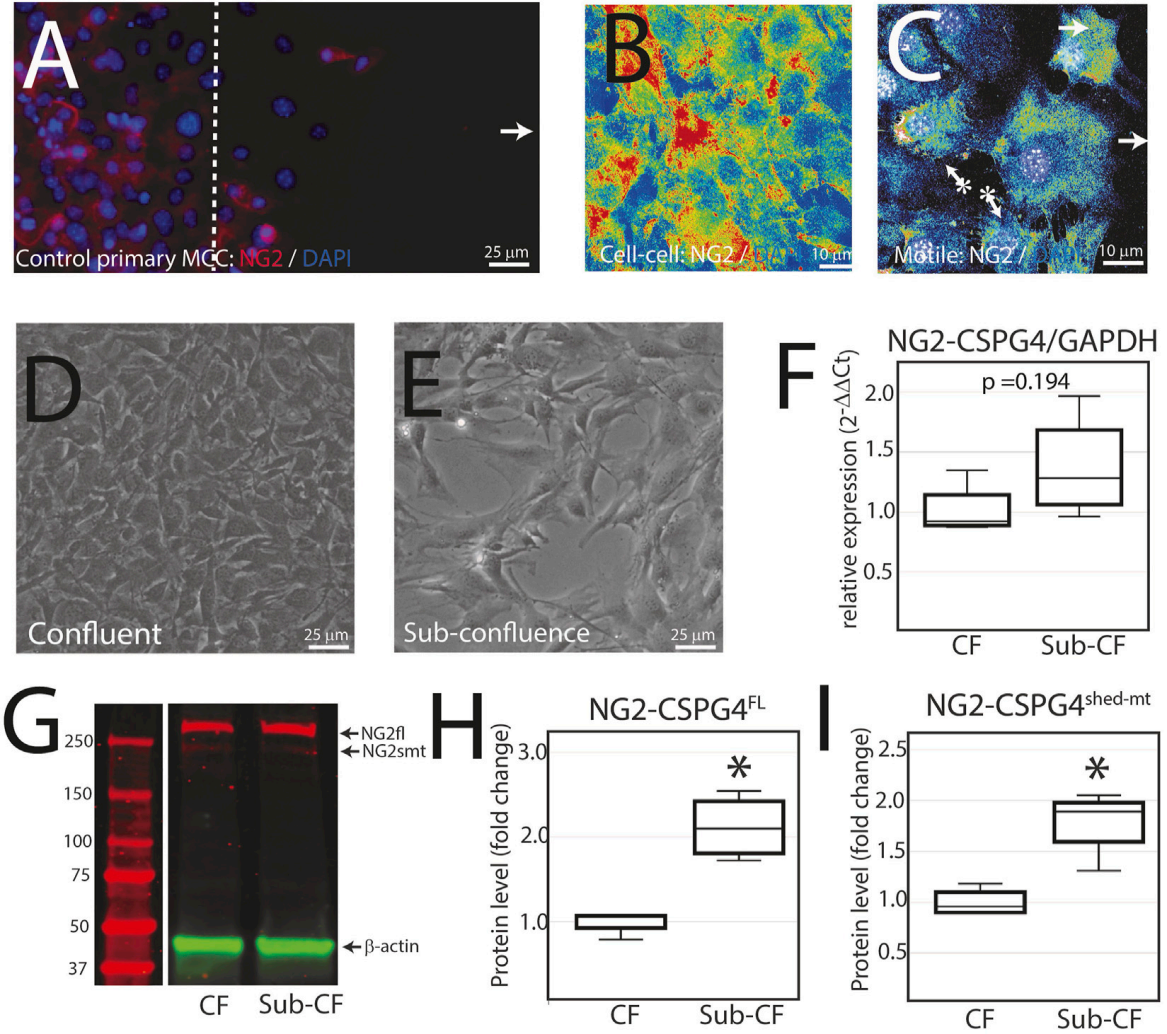
NG2/CSPG4 is diminished during active migration in mandibular fibrochondrocytes. **(A)** Immunocytochemistry of primary control mandibular fibrochondrocytes fixed and immuno-labeled with NG2/CSPG4 6 h after the start of migration. **(B)** Confocal immunofluorescence of NG2/CSPG4 pseudo-colored to illustrate the signal intensity from a region of the migration assay with high cell–cell contact. **(C)** Confocal immunofluorescence of NG2/CSPG4 pseudo-colored to illustrate the signal intensity from a region of the migration assay with actively migrating cells. **(D)** Bright-field microscopy of control primary mandibular fibrochondrocytes from a confluent plate. **(E)** Bright-field microscopy of control primary mandibular fibrochondrocytes from a sub-confluent plate. **(F)** RT-qPCR illustrating gene expression changes in NG2/CSPG4 in the confluent (CF) and sub-confluent (sub-CF) samples of control primary mandibular fibrochondrocytes. **(G)** Western blot of NG2/CSPG4 from the protein collected from confluent and sub-confluent samples of control primary mandibular fibrochondrocytes. The full-length fragment is indicated at 300 kDa and the shed membrane-tethered fragment is indicated at 275/260 kDa. These bands are representative of an *n* = 4/experimental group. Continuous blots are provided in Supplementary Figure S2. **(H–I)** Quantification of full-length NG2/CSPG4 with values standardized to β-actin and fold change is calculated relative to the confluent experimental group. * represents the comparisons of confluent and sub-confluent experimental groups with * = *p* <0.05.

DSRed|NG2-positive cells migrate slower in serum starvation conditions. Since NG2/CSPG4 knockout cells have a distinct transcriptional profile, we conducted a scratch assay on primary mandibular fibrochondrocytes derived from DSRed|NG2 reporter mice. Primary cells extracted from the mandibular condylar cartilage reflect the heterogeneity associated with the cartilage, with only some of the cells expressing NG2/CSPG4 (i.e., DsRed positive). Cell tracing software was used to characterize the distance and velocity of DSRed|NG2-positive and -negative cells during migration. DSRed|NG2-positive cells migrated with a significantly lower distance and velocity than NG2/CSPG4–DsRed-negative cells (Figure 6. D–E; *p* <0.05; *n* = 5/reporter status). This finding illustrates that NG2/CSPG4 expressing cells have an attenuated migratory phenotype, consistent with the knockout data.

**FIGURE 6:**
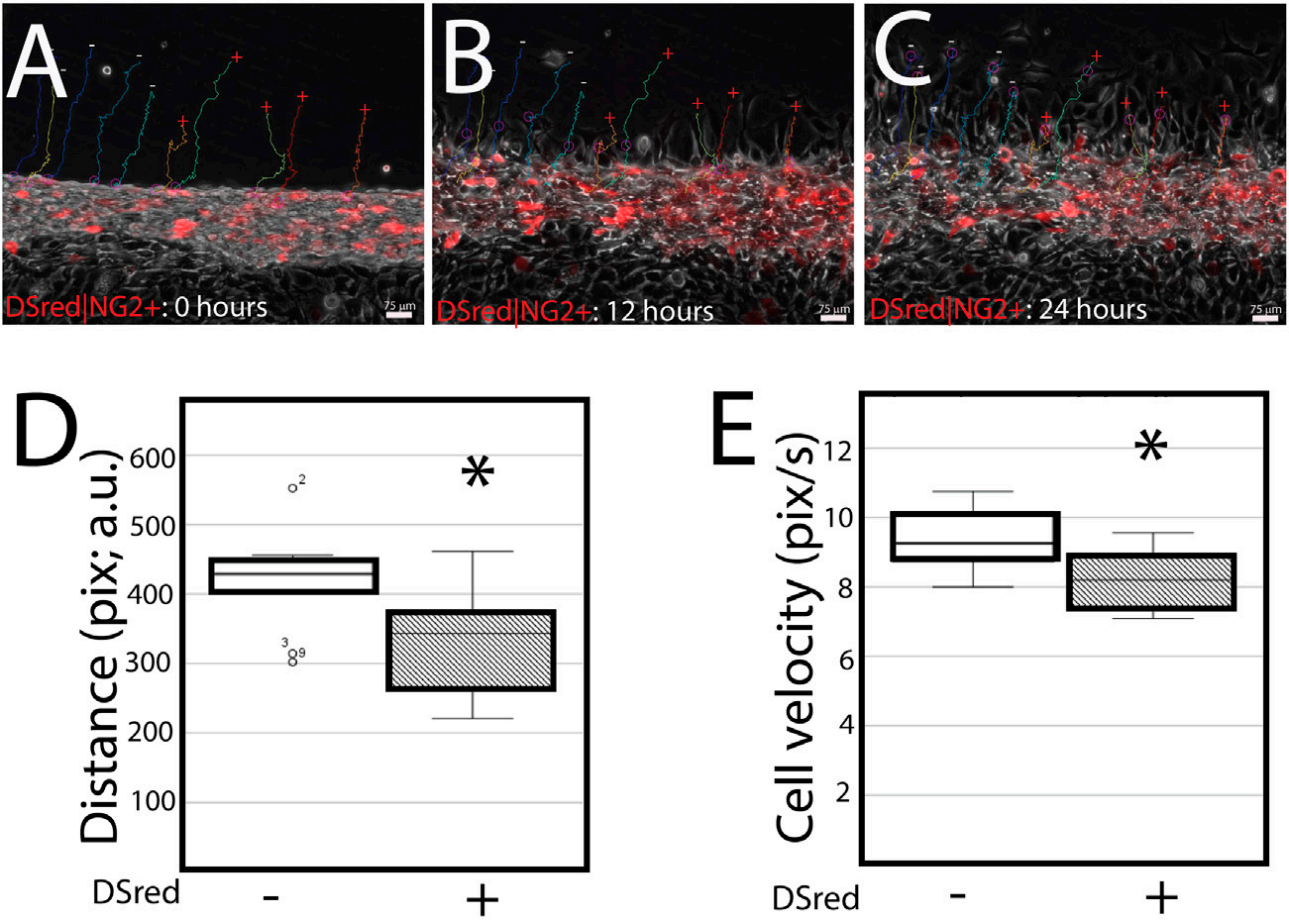
DSRed|NG2-positive cell migrate slower in serum starvation conditions. **(A–C)** Cell migration dynamics after a scratch assay at 0 **(A)**, 12 **(B)**, and 24 **(C)** hours. DSRed|NG2-positive are red. The migration path of DSRed|NG2-positive (+) and -negative (−) cells is superimposed over each image. **(D)** Quantification of the distance traveled by each DSRed|NG2-positive and -negative cell reported in pixels, arbitrary units. **(E)** Quantification of the velocity of each cell in DSRed|NG2-positive and -negative cells reported in pixels/second, arbitrary units. For all experiments, data were collected from two biological replicates, with five DSRed|NG2-positive and -negative cells quantified from each biological replicate. * represents the comparisons of DSRed|NG2-positive and -negative cells with *p* <0.05. A representative live-cell video of cell migration is provided as Supplementary Video S05.

NG2/CSPG4 ectodomain perturbation impacts cell migration. Since the NG2/CSPG4 ectodomain interacts with the extracellular matrix through type VI collagen, we next probed if the NG2/CSPG4 ectodomain was a select and specific regulator of the migratory phenotype of the cell. Mandibular fibrochondrocytes from C57BL/6J mice were immortalized using hTERT and stabilized for five passages. To mutate the ectodomain, the type VI collagen binding region was truncated from the NG2/CSPG4 ectodomain using CRISPR/Cas9 (NG2|EDmut). Western blot analysis of these cells illustrates that the NG2|EDmut lacks robust full length and shed membrane-tethered bands compared to the control (Figure 7A). Immunocytochemistry using a polyclonal antibody against the NG2/CSPG4 ectodomain shows a similar trend, with the control cells having robust membrane-associated NG2/CSPG4 that is greatly diminished in the NG2|EDmut cells (Figures 7B, C). Immunocytochemistry using a monoclonal antibody against the NG2/CSPG4 intracellular domain illustrates robust intracellular/cytosolic NG2/CSPG4 in the control and NG2|EDmut cells (Figures 7D, E). The NG2/CSPG4 intracellular domain could not be resolved on the Western blot in either sample but has been previously validated (Reed et al., 2022). The gene expression of NG2/CSPG4 is significantly higher in the NG2|EDmut cells than in the control (Figure 7F; *p* <0.05; *n* = 4/genotype). There is no statistically significant difference in the rate of proliferation for the transgenic or serum experimental conditions (Figures 7G–H). The rate of migration was significantly different in a genetic and serum-dependent manner. In serum-supplemented culture conditions, the control and NG2|EDmut cells migrate at the same rate. In serum starvation conditions, the NG2|EDmut cells migrate significantly faster than the controls (Figure 7I; *p* <0.05; *n* = 4/genotype) and have significantly more cells migrating into the cell-free regions after 24 h (Figure 7J; *p* <0.05; *n* = 4/genotype). Together, these data illustrate that the NG2/CSPG4 ectodomain is an important regulator of the migratory phenotype of mandibular fibrochondrocytes. The bulk RNA-seq analysis of the NG2|EDmut and control cells in serum supplemented and serum starvation conditions was carried out using Gene Ontology enrichment analysis. 

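RNA was sequenced from mandibular fibrochondrocytes of C57BL/6J mice that had been immortalized with hTERT, the catalytic subunit of telomerase. The NG2|EDmut line carries an NG2/CSPG4 ectodomain truncated in its type VI collagen binding region by CRISPR/Cas9, and the control line carries the full-length ectodomain. Each line was cultured with serum and under serum starvation, with 3 biological replicates in each of the 4 groups and 12 libraries in all. How long the cells were starved before RNA was taken is not given in the sources used here.

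Cspg4 (ENSMUSG00000032911), the gene of NG2/CSPG4, lies on chromosome 9 from 56865033 to 56899870 in the deposited table, whose gene starts match the mouse build GRCm38. In serum, Cspg4 was at 132 ± 46.8 CPM (estimated counts scaled by effective library size; SD, n = 3) in control cells, with 178, 135 and 84.2 CPM in replicates 1 to 3. In NG2|EDmut cells in serum it was at 207 ± 51.3 CPM (SD, n = 3), with 251, 220 and 151 CPM. This is a log2 fold change of 0.65 (standard error 0.29, adjusted p = 0.111 from edgeR's quasi-likelihood test), which did not pass the test. Without control serum-supplemented replicate 1 the log2 fold change was 0.92 (adjusted p = 0.0263), and leaving out any one library gave adjusted p from 0.0263 to 0.311. Under serum starvation, Cspg4 was at 84.1 ± 26.2 CPM (SD, n = 3) in control cells (96.7, 53.9 and 102 CPM) and rose to 229 ± 24.7 CPM (SD, n = 3) in NG2|EDmut cells (202, 232 and 251 CPM). The log2 fold change was 1.44 (standard error 0.29, adjusted p = 0.00214 from edgeR). A total over the whole gene does not show the truncated part of the transcript, so it does not check which cells carry the truncation.

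**Figure D1:**
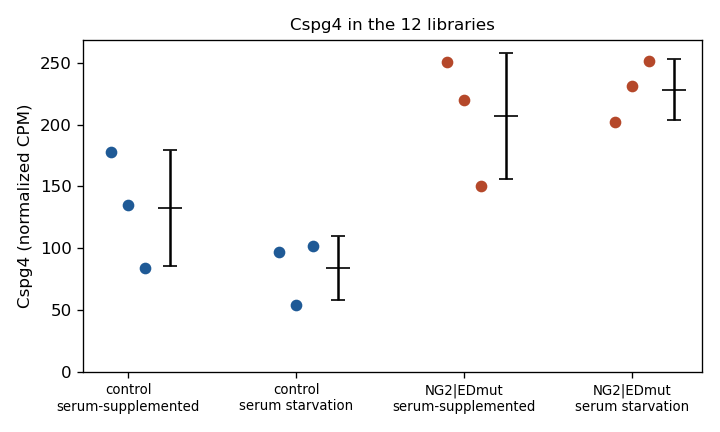
Cspg4 in each of the 12 libraries, in CPM after normalization, by line and culture condition. Each point is 1 library, and the bar beside each group is its mean ± SD (n = 3). All 3 starved NG2|EDmut libraries lie above all 3 starved control libraries, while in serum the 2 lines overlap.

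Poly(A) RNA libraries were made with the TruSeq Stranded mRNA protocol and sequenced on an Illumina NovaSeq. The authors mapped the reads with HISAT2, estimated expression with StringTie and tested it with edgeR. The deposited table lists 29862 genes with an estimated count and an FPKM value for each library. The estimated counts are whole numbers made from StringTie coverage, so a library's total measures its depth but is not a number of reads. The totals ranged from 60706135 to 64888317 in control cells in serum (median 62615702) and from 60277881 to 72413007 in starved control cells (median 69222452). In NG2|EDmut cells they ranged from 69369756 to 77172479 in serum (median 70017761) and from 67333556 to 75709776 under starvation (median 72659615). Genes of ribosomal RNA took 0.494% to 4.83% of these totals, most in control serum starvation replicate 2.

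The estimated counts were normalized by TMM and fitted in edgeR with 1 mean per group over all 12 libraries, and 18703 genes passed edgeR's filter on low counts. The tests, the groups compared, the gene lists, the rule for naming genes and most of the alternative settings were chosen before the data were examined. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called, and each list is given with the share of its members called against that of the other tested genes (one-sided Fisher's exact test, adjusted over 21 lists). Its balance of directions was tested with camera at a preset correlation of 0.01 between genes, and again with an estimated correlation. Data were simulated for the comparison in serum, with 200 of 17786 genes changed. There edgeR recovered 11.9% of genes changed 1.5-fold, 35.8% of those changed 2-fold and 90.9% of those changed 4-fold, with 5 false calls. Many more genes were called in the real data, where the adjusted threshold is thus less strict, so these shares may be too low for them. One truncated line was compared with one control line, so p-values measure the spread between cultures of these lines and not between independently edited lines. Control serum-supplemented replicate 1 stood apart from the other control libraries in serum. Each control library was placed between serum (0) and starvation (1) by the genes called at 2-fold or more between these conditions. The fit and the serum end left out both that library and serum replicate 1. Serum replicates 2 and 3 were thus each placed against the other alone, and replicate 1 was not treated like the others. Replicate 1 had a median position of 0.728 over 1853 genes, while replicates 2 and 3 in serum lay at 0.0694 and 0.103.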

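In serum, 5894 of the 18703 genes tested differed between the lines, 2873 higher and 3021 lower in NG2|EDmut cells (edgeR, adjusted p under 0.05). Of 70 regulators of cell migration, 15 rose, 16 fell and 39 did not pass the test (19 rose and 16 fell when adjusted over the list alone). Rhoj fell from 25.6 ± 1.72 to 6.48 ± 1.21 CPM (SD, n = 3 per line), a log2 fold change of -1.98 (standard error 0.15, adjusted p = 2.87e-06 from edgeR). Met, the receptor of hepatocyte growth factor, fell from 7.78 ± 1.32 to 1.74 ± 0.501 CPM (log2 fold change -2.17, adjusted p = 5.15e-05 from edgeR). Tiam1, an exchange factor that activates Rac, rose from 1.81 ± 0.269 to 5.83 ± 0.320 CPM, and Ezr, which links the membrane to actin filaments, rose from 51.4 ± 6.26 to 113 ± 7.80 CPM, with log2 fold changes of 1.69 and 1.14. The share of migration regulators called was 44.3%, against 31.5% of all tested genes (adjusted p = 0.0232 against the other genes, Fisher's exact test). The list as a whole leaned to neither direction (adjusted p = 0.995 from camera). Its excess was lost in some settings that test fewer genes. These were at least 10 counts in every library (adjusted p = 0.119), limma-trend on FPKM (0.227), estimated counts divided by 4 (0.194) and only the groups compared (0.236). It was also lost with a log2 fold change of at least 1 (adjusted p = 0.437, Fisher's exact test), which tests the same genes. With any 1 library left out, 15 to 19 of the 21 lists passed in serum, so such an excess is not particular to migration.

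Genes of chemotaxis and guidance also moved both ways: 19 of the 72 tested rose and 20 fell (20 and 20 when adjusted over the list alone; adjusted p = 0.000244, Fisher's exact test). S1pr2, a receptor of sphingosine 1-phosphate, and the guidance ligand Efna1 fell by 1.49 and 1.83 on the log2 scale. Ackr3, a scavenging receptor of CXCL12, and the secreted semaphorin Sema3b rose by 2.23 and 2.77, Sema3b from 10.6 ± 4.76 to 72.5 ± 6.82 CPM (SD, n = 3). Among 78 adhesion receptors, 17 rose and 21 fell (19 and 23 when adjusted over the list alone; adjusted p = 0.00332, Fisher's exact test). The cadherin Cdh13, the protocadherin Dchs1 and the cell adhesion molecule Cadm1 rose by 4.03, 4.99 and 5.40 on the log2 scale, while Itgbl1, a secreted protein related to β-integrins, fell from 82.0 ± 29.0 to 5.31 ± 1.09 CPM.

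Of 39 collagen genes, 3 rose and 16 fell (the same when adjusted over the list alone; adjusted p = 0.0241, Fisher's exact test). Col4a1, a chain of the basement membrane collagen IV, fell from 553 ± 73.7 to 45.1 ± 7.59 CPM (log2 fold change -3.62, standard error 0.20, adjusted p = 3.34e-07 from edgeR), and the fibrillar collagen Col27a1 fell by 4.23 on the log2 scale. Camera placed the collagens lower as a group at its preset correlation (adjusted p = 1.00e-06), and this was lost (adjusted p = 0.153 with an estimated correlation). Of 72 other matrix glycoproteins and proteoglycans, 14 rose and 32 fell (16 and 37 when adjusted over the list alone; adjusted p = 1.09e-07, Fisher's exact test), among them Postn (periostin, 4148 ± 656 to 329 ± 114 CPM). Camera gave adjusted p = 0.000351 for this list, and adjusted p = 0.247 with an estimated correlation. Of 55 genes of ossification, 22 rose and 16 fell (22 and 17 when adjusted over the list alone; adjusted p = 1.09e-07, Fisher's exact test). Bmp2 and the osteoblast transcription factor Sp7 rose by 2.29 and 2.15 on the log2 scale, and Grem1, an antagonist of BMPs, fell by 3.74.

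Of 26 genes of cholesterol synthesis, 23 fell and 1 rose (24 and 1 when adjusted over the list alone; adjusted p = 2.97e-09, Fisher's exact test), with adjusted p = 0.315 from camera with an estimated correlation. Hmgcs1, an early enzyme of this pathway, was at 419 ± 182 CPM in control and 106 ± 21.6 CPM in NG2|EDmut cells (log2 fold change -1.98, adjusted p = 0.000230 from edgeR). Of 20 genes that respond to or feed back on ERK signaling, 12 rose and 2 fell (the same when adjusted over the list alone; adjusted p = 0.00161, Fisher's exact test), with adjusted p = 0.0875 from camera with an estimated correlation. The ERK pathway inhibitor Spry4 rose from 1.64 ± 0.198 to 10.0 ± 1.82 CPM. Without control serum-supplemented replicate 1, the library that stood apart, 7657 genes were called in serum, with 18 migration regulators higher and 22 lower, 1 cholesterol gene higher and 24 lower, and 13 ERK feedback genes higher and 2 lower. The largest rises by the naming rule were those of Ildr2, Foxd1, Tesc, Foxq1, Cadm1, Efhd1, Dchs1, Chn2, Sdk2 and Frmd4b, at log2 fold changes from 5.66 to 4.92. The largest falls were those of Col4a6 (12.0 ± 4.66 to 0.0851 ± 0.0748 CPM), Adh1 (log2 fold change -6.20), Pcdhga9, Barx1, Itga8, Ptn, Pi15, Col24a1, Igf1 and Pcdhgb4 (-4.70), where the protocadherin γ genes share exons.

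Among the 12729 tested genes with a Gene Ontology annotation, 126 carried the term cell migration and 62 of them were called (adjusted p = 0.124, -log10 0.91, one-sided hypergeometric test over 2178 terms). The terms cell motility (9 of 14 called, -log10 0.32), positive regulation of cell migration (31 of 68, 0.21) and regulation of cell migration (17 of 43, 0.01) did not pass either. The deposited annotation lists direct terms of unmarked branches, with 131 genes under cell migration in all, and that of 2108 genes was not usable here. These values are therefore not on the scale of the paper's and do not test its terms. Of the 494 genes with any term that names migration, 216 were called (adjusted p = 0.000369), while of the 201 with any term that names motility or chemotaxis 74 were called (0.430), both groupings chosen after the annotation was seen. Their values were adjusted over the groupings alone and not over 2178 terms, so they cannot be set beside those of single terms. By direction, the first grouping passed among lower genes (adjusted p = 0.00211, hypergeometric test) and not among higher genes (0.214), and the second passed in neither direction. The terms extracellular space (266 of 571 called, adjusted p = 0.000106), extracellular matrix (98 of 177) and sterol biosynthetic process (21 of 24) were among the 19 that passed. Over 23 alternatives the -log10 value of cell migration ranged from 0.28 to 2.27, and it passed in 7 of them, including without control serum starvation replicate 3 (adjusted p = 0.0235) and without NG2|EDmut serum starvation replicate 2 (0.0301) or 3 (0.0243). Over the same 23, the call of the migration regulators was lost in 5 (adjusted p from 1.03e-05 to 0.437), that of the collagens in 4 (from 6.61e-06 to 0.152; 0.0557 without control serum starvation replicate 2) and that of the adhesion receptors in 1 (from 2.10e-08 to 0.0656).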

Using the biological process ontology set, several significant GO terms associated with cell migration were identified in serum culture conditions including the “Regulation of cell migration” (–log_10_ FDR = 12.5; 200 genes), “Cell migration” (–log_10_ FDR = 15; 300 genes), and “Cell motility” (–log_10_ FDR = 12.5; 300 genes). In serum starvation conditions, significant pathways include “Positive regulation of cell migration” (–log_10_ FDR = 10; 200 genes), “Regulation of cell migration” (–log_10_ FDR = 12.5; 300 genes), “Cell migration” (–log_10_ FDR = 17.5; 400 genes), and “Cell motility” (–log_10_ FDR = 12.5; 400 genes). 

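Under serum starvation, 7111 of the 18703 genes differed between the lines, 3347 higher and 3764 lower in NG2|EDmut cells (edgeR, adjusted p under 0.05). Of the 70 migration regulators, 18 rose, 17 fell and 35 did not pass the test (19 rose and 17 fell when adjusted over the list alone). The members with the smallest adjusted p all fell. Rhoj was at 46.2 ± 4.08 CPM in starved control cells and 6.14 ± 0.599 CPM in starved NG2|EDmut cells (SD, n = 3 per line; log2 fold change -2.91, standard error 0.15, adjusted p = 1.48e-07 from edgeR). Rhob fell from 249 ± 6.44 to 85.5 ± 2.59 CPM, Pak1, a kinase activated by Rac and Cdc42, from 59.9 ± 2.75 to 18.5 ± 1.07 CPM, and the focal adhesion protein Zyx (zyxin) from 546 ± 25.3 to 157 ± 10.1 CPM. Their log2 fold changes were -1.54, -1.69 and -1.80 (standard errors 0.09, 0.11 and 0.12). The share of migration regulators called was 50%, against 38% of all tested genes (adjusted p = 0.0460 against the other genes, Fisher's exact test). The list had no lean to one direction (adjusted p = 0.370 from camera). Its excess was lost with at least 10 counts in every library (adjusted p = 0.0969), limma-trend on FPKM (0.266) and estimated counts divided by 4 (0.0936). It was also lost with a log2 fold change of at least 1 (adjusted p = 0.651, Fisher's exact test).

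Of the 72 genes of chemotaxis and guidance, 15 rose and 26 fell (15 and 27 when adjusted over the list alone; adjusted p = 0.00296, Fisher's exact test). The chemokine Cxcl12 fell from 128 ± 9.41 to 14.7 ± 2.27 CPM (log2 fold change -3.12, standard error 0.28, adjusted p = 5.74e-06 from edgeR). S1pr2, Efna1 and S1pr1 fell by 1.86, 1.84 and 1.28 on the log2 scale. Among the 78 adhesion receptors, 16 rose and 23 fell (16 and 25 when adjusted over the list alone; adjusted p = 0.0390, Fisher's exact test). Vcam1, an adhesion molecule bound by integrins, fell by 3.77 and Itgbl1 by 4.97, while Cdh13 rose by 3.36.

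Of the 39 collagen genes, 5 rose and 16 fell (5 and 17 when adjusted over the list alone; adjusted p = 0.0460, Fisher's exact test). Col4a1 was at 1224 ± 281 CPM in control and 52.6 ± 1.96 CPM in NG2|EDmut cells (log2 fold change -4.54, standard error 0.21, adjusted p = 5.15e-08 from edgeR). Camera gave adjusted p = 0.000779 for lower collagens, and adjusted p = 0.274 with an estimated correlation. Of the other matrix glycoproteins and proteoglycans, 16 rose and 32 fell (18 and 33 when adjusted over the list alone; adjusted p = 8.06e-06, Fisher's exact test), among them Loxl1, an enzyme that crosslinks elastin (379 ± 10.3 to 59.2 ± 5.79 CPM). Camera gave adjusted p = 0.00173 for this list, and adjusted p = 0.262 with an estimated correlation. Of the 55 ossification genes, 22 rose and 18 fell (23 and 19 when adjusted over the list alone; adjusted p = 3.73e-06, Fisher's exact test). Alpl, the alkaline phosphatase of mineralizing cells, rose from 31.9 ± 15.6 to 986 ± 30.6 CPM, Sp7 rose by 3.68 on the log2 scale, and Enpp1, which makes the mineralization inhibitor pyrophosphate, fell by 3.84.

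Of the 26 cholesterol synthesis genes, 20 rose and 0 fell (21 and 0 when adjusted over the list alone; adjusted p = 0.000325, Fisher's exact test), with adjusted p = 0.453 from camera with an estimated correlation. Of the 20 ERK feedback genes, 1 rose and 11 fell (2 and 11 when adjusted over the list alone; adjusted p = 0.0501, Fisher's exact test), with adjusted p = 0.258 from camera with an estimated correlation. Dusp5, a phosphatase of ERK, fell from 9.24 ± 0.927 to 1.17 ± 0.394 CPM. Without control serum-supplemented replicate 1, 8655 genes were called under starvation, with 22 migration regulators higher and 19 lower, 19 genes of chemotaxis and guidance higher and 27 lower, and 22 cholesterol genes higher and 0 lower. The largest rises by the naming rule were those of Grhl3, Adgrd1, Sdk2, Efhd1, Smpd3, Adamts18, Ibsp, Dok5, Cmya5 and Dlx3, at log2 fold changes from 6.12 to 5.16. The largest falls were those of Col4a6 (10.5 ± 3.89 to 0.0358 ± 0.0621 CPM), Adh1 (log2 fold change -6.39), Enpep, Pcdhga9, Pcdhgb4, Igf1, Ptn, Tbx3os1, Mest and AI606473 (-5.32).

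Of the 126 genes of the term cell migration, 71 were called (adjusted p = 0.160, -log10 0.80, one-sided hypergeometric test). Positive regulation of cell migration (29 of 68 called, -log10 0), regulation of cell migration (23 of 43, 0.08) and cell motility (7 of 14, 0) did not pass either. As in serum, these values rest on direct and incomplete annotation and are not on the scale of the paper's. Of the genes with any term that names migration, 245 of 494 were called (adjusted p = 0.00371), and of those with any term that names motility or chemotaxis 93 of 201 (0.202), groupings chosen after the annotation was seen. These values were again adjusted over the groupings alone. By direction, both groupings passed among lower genes (adjusted p = 0.00434 and 0.0233, hypergeometric test) and neither among higher genes (0.614 and 0.881). The 9 terms that passed included nucleolus (349 of 646 called, adjusted p = 1.59e-05), ribosome biogenesis (65 of 90) and extracellular matrix (106 of 177). Over 23 alternatives the -log10 value of cell migration ranged from 0.16 to 2.94, and it passed with no filter (adjusted p = 0.0265) and with a log2 fold change of at least 1 (0.00115). Over the same 23, the call of the migration regulators was lost in 4 (adjusted p from 3.41e-06 to 0.651), that of chemotaxis and guidance in 2 (from 5.62e-08 to 0.0699) and that of the collagens in 6 (from 1.17e-05 to 0.138; 0.0675 without control serum-supplemented replicate 1), while ERK feedback was called in 16 (from 0.000342 to 0.212), 10 of them leaving out 1 library (0.00744 without NG2|EDmut serum starvation replicate 3).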

In both serum and serum starvation conditions, NG2|EDmut cells have a transcriptionally distinct profile affecting genes that regulate cell migration (Figure 8).

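The difference between the lines in serum and the difference under serum starvation largely ran the same way. Of the genes called in both conditions, 3996 changed in the same direction (1883 higher and 2113 lower in NG2|EDmut cells) and 122 in opposite directions. Independent lists of these sizes would share 514 genes higher and 608 lower in both. The 2 comparisons have no library in common, and their log2 fold changes had a Pearson correlation of 0.657 across genes, which are not independent replicates. Both comparisons use the same 2 lines and the same fit, so any lasting difference between the lines recurs in both. The overlap is therefore not a replication in independent lines. Another 1776 genes were called in serum only and 2993 under starvation only, without a test of the difference for these sets. In 7834 genes (41.9%) in serum and 10624 genes (56.8%) under starvation, the 3 libraries of one line all lay above the 3 of the other, against 10% by chance.

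**Figure D2:**
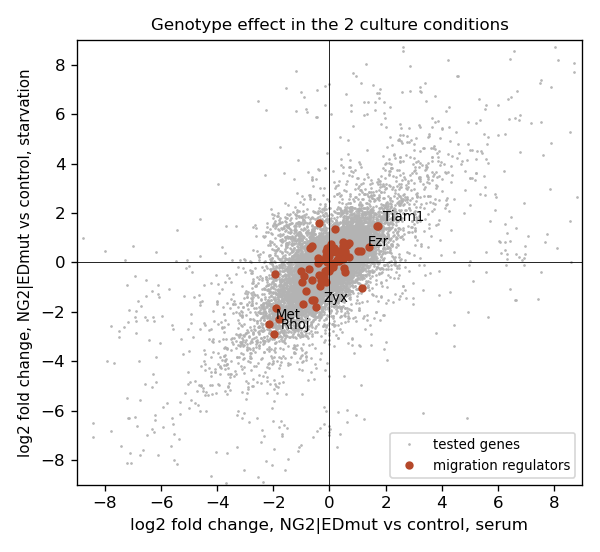
Log2 fold change of NG2|EDmut against control cells in serum (horizontal axis) and under serum starvation (vertical axis). Grey points are tested genes and red points the 70 migration regulators, and 20 tested genes fall outside the axes. Rhoj (-1.98 in serum and -2.91 under starvation) lies far down in both conditions, Tiam1 (1.69 in serum) is up in both, and Zyx falls mainly along the vertical axis.

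RNA of chains of type VI collagen, which the truncated region of NG2/CSPG4 binds, was lower in NG2|EDmut cells. This held for Col6a1 and Col6a2 in both conditions and for Col6a3 in serum only, and the protein was not measured here. Col6a1 was at 3814 ± 1010 CPM in control and 565 ± 109 CPM in NG2|EDmut cells in serum (SD, n = 3 per line; log2 fold change -2.75, standard error 0.21, adjusted p = 2.56e-06 from edgeR). Under starvation it was at 3210 ± 359 and 1030 ± 91.1 CPM (log2 fold change -1.64, adjusted p = 5.04e-05 from edgeR). Col6a2 fell by 2.78 on the log2 scale in serum and by 1.43 under starvation. Col6a3 fell by 2.01 in serum, and under starvation its log2 fold change of -0.79 did not pass the test (adjusted p = 0.0591 from edgeR). It did pass with DESeq2 (adjusted p = 0.0304), without control serum-supplemented replicate 1 (0.0229) or 2 (0.0168) and without control serum starvation replicate 2 (0.0319), within a range over all alternatives from 0.0126 to 0.227.

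Among the growth factors the paper names as partners of NG2/CSPG4, Fgf2 fell in both conditions (log2 fold changes -2.20 and -2.54, standard error 0.16 in each). Pdgfa, the A chain of PDGF, was at 91.2 ± 50.5 and 138 ± 9.38 CPM in serum (log2 fold change 0.60, adjusted p = 0.215 from edgeR). Under starvation it rose from 16.6 ± 2.58 to 150 ± 1.48 CPM (log2 fold change 3.17, standard error 0.38, adjusted p = 4.63e-05 from edgeR). Igf1 fell in both, from 17.4 ± 11.8 to 0.623 ± 0.249 CPM in serum and from 30.6 ± 2.37 to 0.593 ± 0.134 CPM under starvation. It was chosen here for IGF, which the paper names as affecting migration and not as a partner of NG2/CSPG4. The collagenase gene Mmp13 fell by 2.42 and 4.89 on the log2 scale. Ptk2, which encodes focal adhesion kinase, rose by 0.55 and 0.66 and the osteoblast transcription factor Runx2 by 0.69 and 0.78. Mapk3 (ERK1) had a log2 fold change of -0.37 in serum (adjusted p = 0.0680 from edgeR; 0.0404 with DESeq2 and 0.00593 without control serum-supplemented replicate 1, within 0.00593 to 0.263 over the alternatives) and fell by 0.87 under starvation. Sdcbp, which encodes syntenin-1, fell by 0.58 under starvation. Itgb1, Mtor, Arf6 and Pdgfb passed in neither condition in any setting. Tgfb1, Sp1, Actb, Ston1, Prkca, Htra2, Acan and Gapdh passed in neither condition in edgeR's fit of all 12 libraries, and each passed in some other setting. DESeq2 called Acan lower in serum (adjusted p = 0.0190) and Ston1 lower under starvation (0.0456), the stricter filter called Sp1 (0.0358) and Gapdh (0.0428) higher there, and limma-trend called Tgfb1 higher (0.0416). Without control serum-supplemented replicate 1, Actb (0.000916) and Htra2 (0.0448) were called lower in serum, and Actb (0.00510) and Gapdh (0.0389) higher under starvation. Without control serum starvation replicate 2, Tgfb1 (0.0333) was called higher and Ston1 (0.00722) and Prkca (0.0312) lower under starvation, and without control serum starvation replicate 3, Sp1 (0.0472) was called higher there and Acan (0.0476) lower in serum. Under starvation, Ston1 was also called without control serum-supplemented replicate 3 (0.0424), Sp1 without NG2|EDmut serum-supplemented replicate 3 (0.0394), and Gapdh without control serum starvation replicate 1 (0.0145), NG2|EDmut serum-supplemented replicate 2 (0.0309) or 3 (0.0488), or NG2|EDmut serum starvation replicate 3 (0.0359). A list of 23 genes was set here from partners of NG2/CSPG4 and related molecules that the paper names. Of these genes, 3 rose and 5 fell in serum and 5 rose and 7 fell under starvation (3 and 5, and 6 and 8, when adjusted over the list alone). The list passed in neither condition (adjusted p = 0.446 and 0.125, Fisher's exact test). The list passed under starvation in 9 of 23 alternatives (from 0.00118 to 0.248), lowest among the left-out libraries without control serum starvation replicate 2 (0.00421).

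The paper lists migration terms for serum and for serum starvation, and states that in both conditions the expression profile of NG2|EDmut cells is distinct and affects genes that regulate migration (Figure 8). The title of that figure's legend names serum starvation.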

**FIGURE 7:**
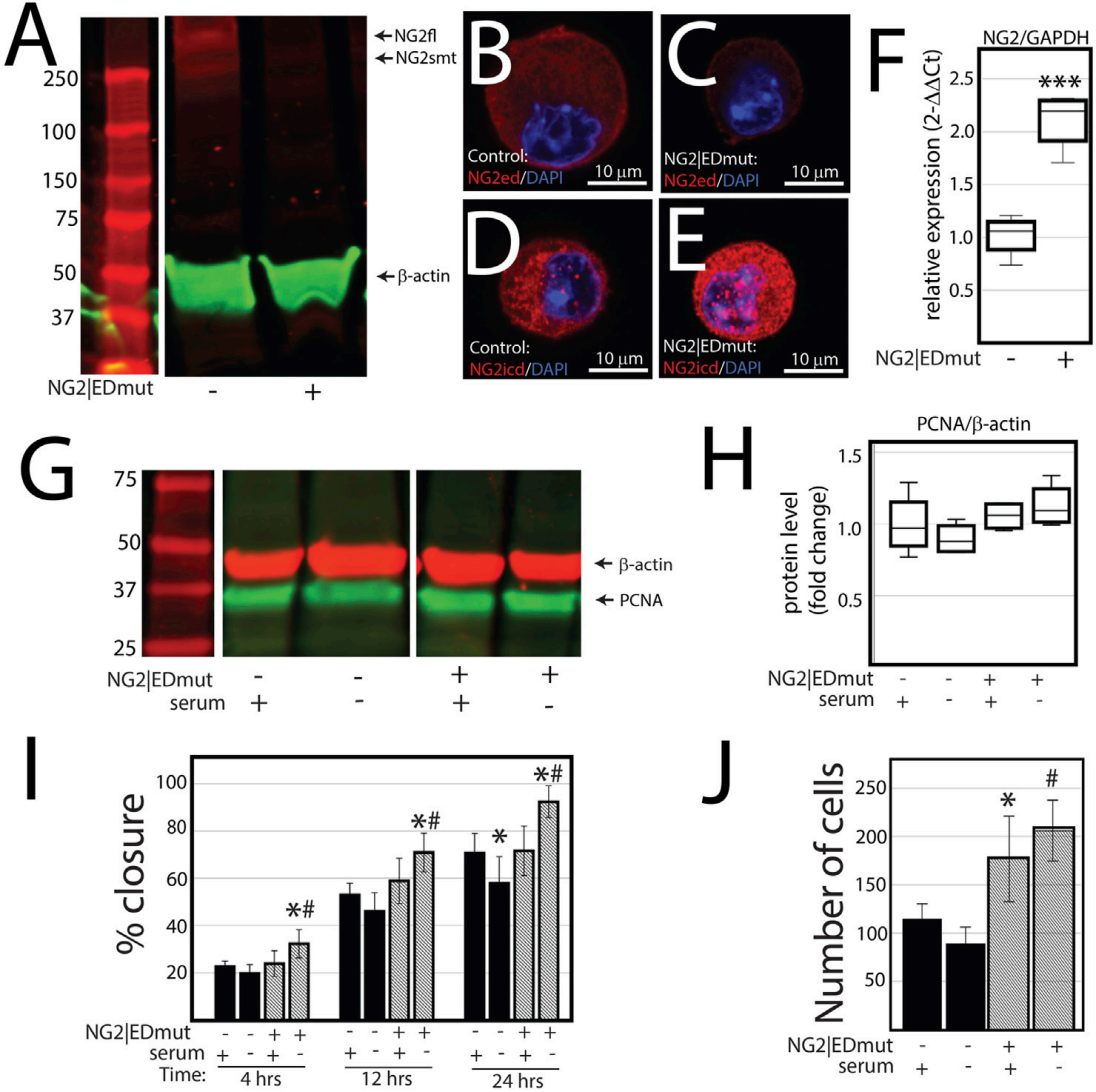
NG2/CSPG4 ectodomain perturbation impacts cell migration. **(A)** Western blot analysis of NG2/CSPG4 of the control and NG2|EDmut cells. These bands are representative of the *n* = 4/experimental group. Continuous Western blots are provided in Supplementary Figure S3. **(B)** Immunocytochemistry from control cells using a polyclonal antibody raise the NG2/CSPG4 ectodomain. **(C)** Immunocytochemistry from NG2|EDmut cells using a polyclonal antibody raise the NG2/CSPG4 ectodomain. **(D)** Immunocytochemistry from control cells using a monoclonal antibody raised the NG2/CSPG4 intracellular domain. **(E)** Immunocytochemistry from NG2|EDmut cells using a monoclonal antibody raised the NG2/CSPG4 intracellular domain. **(F)** RT-qPCR illustrating gene expression changes in NG2/CSPG4 in control and NG2|EDmut cells. **(G)** Western blot analysis of PCNA of the control and NG2|EDmut cells in serum-supplemented and serum-free culture conditions. The bands are representative of *n* = 4/experimental group. Continuous Western blots are provided in Supplementary Figure S3. **(H)** Quantification of PCNA Western blots with values standardized to β-actin and fold change calculated relative to the control–serum-supplemented experimental group. **(I)** Quantification of a migration assay from the control and NG2|EDmut cells in serum-supplemented and serum starvation conditions measured at 4, 12, and 24 h. Data represent the percent closures of the cell-free region time 0. **(J)** Quantification of the number of cells that passed in the cell-free region from the migration assay from serum starvation conditions at 24 h. For all graphs, * represents the comparisons of serum-supplemented and serum starvation conditions with * = *p* <0.05 and *** = *p* <0.001; # represents the comparisons of the control versus NG2|EDmut cell with # = *p* < 0.05.

**FIGURE 8:**
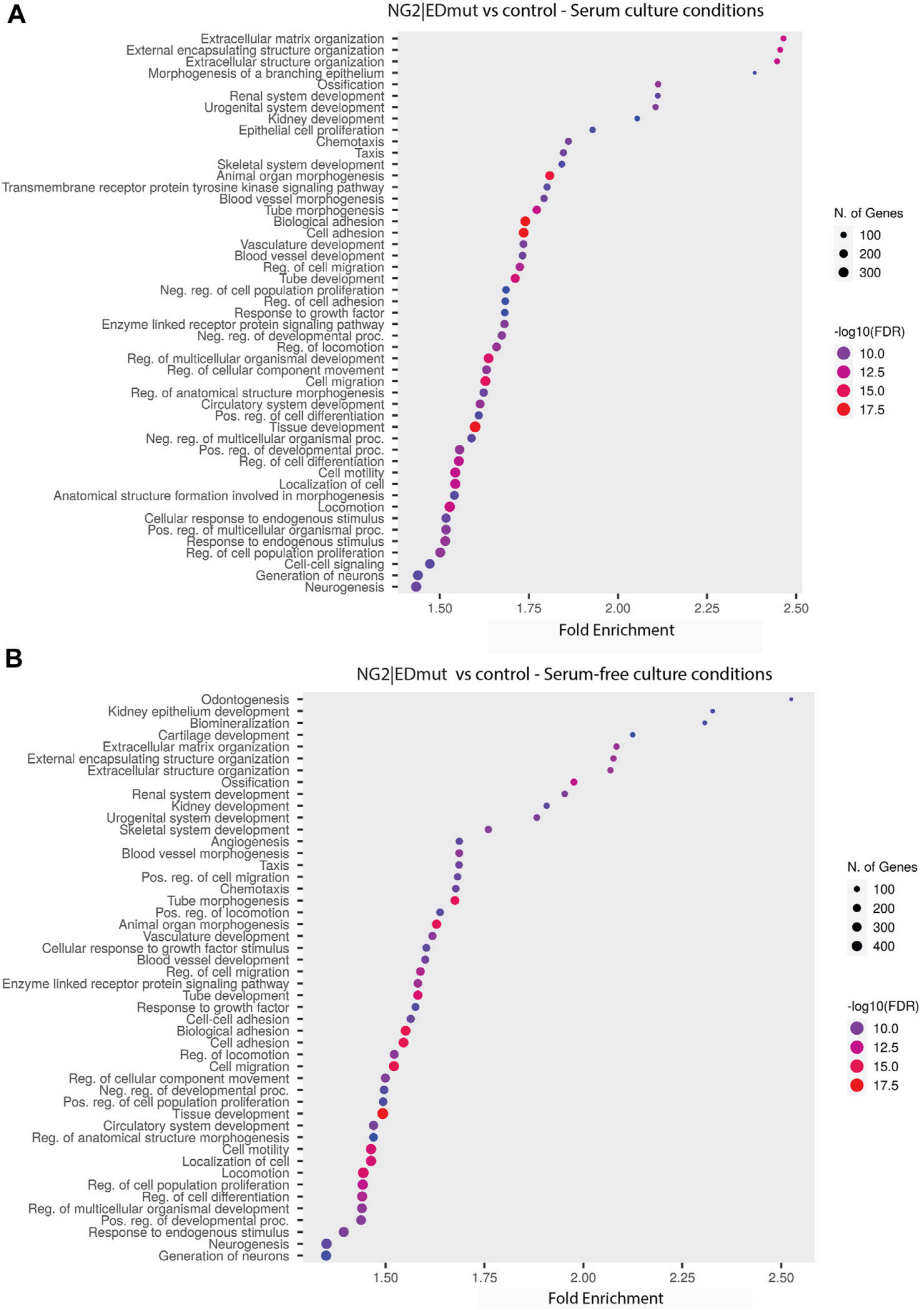
NG2/CSPG4 ectodomain perturbation impacts the transcriptional regulation of cell migration in serum starvation conditions. **(A, B)** Gene Ontology enrichment analysis comparing the differences in biological process terms from a comparison of NG2|EDmut and control immortalized primary mandibular condylar cartilage cells in serum **(A)** and serum-free **(B)** cell culture conditions. Data represent sequencing results from an *n* = 3/genotype per treatment group.

## 4 Discussion

This study defines the role of NG2/CSPG4 in the migration of mandibular fibrochondrocytes during normal physiological and cell stress conditions. NG2/CSPG4 has multivalent properties due to the ability to bind the pro-migratory growth factor PDGF and bind with the extracellular matrix through type VI collagen. In serum-supplemented culture conditions, containing the pro-migratory growth factor PDGF, there is no difference in the migration potential of control and NG2/CSPG4 knockout cells. However, pretreatment with mitomycin C resulted in the suppression of cell migration in NG2/CSPG4 knockout cells. In serum starvation conditions, NG2/CSPG4 knockout cells migrated at a higher rate than control cells, irrespective of being pretreated with and without mitomycin C. Using NG2–DsRed reporter cells and cell tracking software, we find that NG2–DsRed-positive cells migrate a shorter distance and at a slower rate than NG2–DsRed-negative cells in serum starvation conditions. When the NG2/CSPG4 ectodomain is perturbed, a similar pattern of migration potential is observed. NG2|EDmut cells migrate faster in serum starvation conditions. Together, these three model systems illustrate that the presence of full-length NG2/CSPG4 on the cell surface attenuates the migratory potential of mandibular fibrochondrocytes.

Our findings from healthy, primary mandibular chondrocytes cultured in serum-supplemented conditions and pretreated with mitomycin C are in agreement with the consensus view from studies using cancer cells. In these cells, NG2/CSPG4 is hypothesized to be a prognostic indicator of metastasis and promotes migration. In chondrosarcoma, siRNA suppression of NG2/CSPG4 attenuated the rate of migration (Jamil et al., 2016). In glia and glioma cells, SP-1 binding to the enhancer region of NG2/CSPG4, and subsequent increase in NG2/CSPG4 protein, increased the migratory potential of the cells (Wilms et al., 2022). A similar pattern is observed in neural cells, with the addition of NG2/CSPG4 antibodies attenuating migration rates (Stegmüller et al., 2002). However, the stage of the cancer can influence the role of NG2/CSPG4 (Hsu et al., 2018), underscoring that NG2/CSPG4 can have different roles in different contexts due to complex ecto- and intracellular domain-mediated processing. In contrast, carrying out the migration assay in serum starvation conditions illustrates that NG2/CSPG4 knockout cells migrate faster than the controls, at a rate more similar to that of the serum-supplemented conditions. This finding underscores that there is potentially an important interaction effect between the transcriptional regulation of the cell and the exposure to cell stress conditions in a high ROS intracellular environment.

During the cell migration assay, cells that migrate into the cell-free area have low levels of cell surface NG2/CSPG4. This could indicate that the primary cells are heterogeneously fated and/or that only cells with low basal levels of NG2/CSPG4 are migrating. This hypothesis is supported by the findings of bulk RNA-seq analysis, illustrating that NG2/CSPG4 knockout cells are transcriptionally distinct with differential gene expression profiles that favor cell migration in both serum-supplemented and serum starvation conditions. However, results from the NG2 reporter line provide a more opaque explanation, with the NG2|DsRed-positive cells migrating slower than the NG2|DsRed-negative cells, but with both cell types moving into the cell-free region. Lower levels of full-length NG2/CSPG4 protein and/or transcript may not necessarily indicate that the protein is non-functional in the molecular mechanics of migration. These cells adjacent to the cell-free region may commit to a migratory phenotype through local endocytic recycling of cell surface NG2/CSPG4 and/or through proteolytic cleavage of the NG2/CSPG4 ectodomain.

NG2/CSPG4 colocalization of β1-integrin at the leading edge of the cell is important and may indicate turnover or recycling of the protein through the lysosomal machinery or proteolytic processing of the ectodomain, as the cell interacts with the endogenous extracellular matrix of the tissue. The endocytosis of NG2/CSPG4 has been implicated in focal adhesion dynamics, with Stonin1 knockout fibroblasts, an NG2 endocytic adapter, associated with the accumulation of cell-surface NG2/CSPG4 and impaired focal adhesion-mediated motility (Feutlinske et al., 2015). The proposed mechanism of action includes the Arf6-integrin disruption of focal adhesions, impacting the directionality of the cells. The capacity for NG2/CSPG4 to regulate migration in melanoma cells was associated with the localization of activated focal adhesion kinases to lipid rafts through the transmembrane cysteine residue (C2230)-mediated assembly of molecular complexes related to syntenin-1 (Yang et al., 2019b). The shedding of the NG2/CSPG4 ectodomain has been illustrated in primary mandibular fibrochondrocytes; however, the molecular functionality of this shedding has yet to be fully resolved (Bagheri Varzaneh et al., 2023). Thus, subcellular localization, and not abundance, could be the most critical parameter regulating migration.

Conversely, high levels of NG2/CSPG4 at cell–cell contacts could indicate contact inhibition of locomotion, where contact with another cell confers polarity and directionality to the cell. This biophysical property is important for regulating the coordinated collective cell migration behaviors such as those in a cell migration assay. In cultured primary mandibular chondrocytes, these data indicate that the abundance of NG2/CSPG4 is dependent on the density of the cells in the plate, confirming previous reports using other cell types (Asher et al., 2005). This result implicates NG2/CSPG4 in the mechanocoupling of cell–cell/matrix junctions and illustrates that this cell–cell/matrix contact is important for retaining cell surface NG2/CSPG4.

The functionality of cell surface abundance may also indicate the need for the cell to interact with the endogenous extracellular matrix produced when confluences is reached, either acting as a cell surface receptor for type VI collagen or as a binding partner with β1-integrins. Changes in collagen VI are one of the characteristics of end-stage temporomandibular osteoarthritis (Reed et al., 2019; Yotsuya et al., 2019). The loss of full-length NG2/CSPG4 or the ectodomain leads to dysfunctional collagen VI matrix adhesion and migration. When collagen VI binding is dysfunctional, sarcoma cells respond with convergent cell survival and adhesion/migration pathways. In other cell types, the targeted deletion of the C-terminal cytoplasmic region also impacts matrix adhesion and cell motility (Fang et al., 1999; Makagiansar et al., 2004; Cattaruzza et al., 2013a). Thus, the proteolytic and endocytic processing of NG2/CSPG4 integrates multiple external stimuli and intracellular signaling networks when shifting toward a migratory phenotype.

NG2/CSPG4 knockout mandibular fibrochondrocytes show significant changes in several key pathways implicated in cell motility and adhesion, including PI3K and MAPK (Reed et al., 2022). NG2/CSPG4 binding with collagen VI promotes the PI3K pathway, regulating cell spreading and motility through bypassing of the canonical integrin transduction mechanisms (Cattaruzza et al., 2013a). The PI3K pathway is associated with cell survival and mTORC1. This could potentially implicate PI3K cell survival as a common signaling pathway regulating migration in serum starvation conditions. PI3K is further implicated in the migratory phenotype of chondrocytes through Runx2 (Fujita et al., 2004). One of the other key cell signaling pathways for chondrocyte migration includes ERK-1/2 (Morales, 2007; Lu et al., 2013). NG2/CSPG4 is necessary for the sustained activation of the ERK cascade (Reed et al., 2022), with ERK differentially phosphorylating the NG2/CSPG4 intracellular domain to regulate proliferation and migration (Makagiansar et al., 2007).

There are several study limitations that were beyond the current scope of this work. Chemotaxis is an important regulator of cell migration, including growth factors such as FGF2 and PDGF. The NG2/CSPG4 ectodomain contains a binding region with high affinity for PDGF-AA, but not PDGF-BB (Nishiyama et al., 1996a; Grako et al., 1999). Future studies will use recombinant PDGF in serum-free conditions to control for the confounding chemotactic effects of PDGF. The NG2/CSPG4 ectodomain also contains chondroitin sulfate chains that can inhibit migration in the cartilage (Davies et al., 2008). Future studies will focus on treatment of cells with chondroitinase ABC for cleaving chondroitin sulfate chains prior to migration. Technical limitations also prevent us from experimentally testing the role of type VI collagen interactions. We attempted to replicate experiments on murine collagen VI-coated plates, but the cells failed to adequately adhere to the plates for the duration of the experiment, particularly so in NG2/CSPG4 knockouts. This finding is consistent with the reports from the literature that NG2/CSPG4 knockout cells have an impaired ability to adhere to type VI collagen. A second technical limitation in the study concerns the use of only two-dimensional culture assays. We replicated the migration experiments using a Boyden chamber, with the serum as the chemotactic gradient, but the primary mandibular fibrochondrocytes failed to migrate through transwell in sufficient quantity to quantify migration.

Despite these limitations, this study has yielded important insights into the functionality of NG2/CSPG4 in cell migration and motility. Future studies on NG2/CSPG4 will broaden our understanding of the migration of stem cells and chondroprogenitor cells as an important part of skeletogenesis. These pro-migratory developmental programs could be utilized for tissue regeneration strategies or improved wound healing outcomes. Tissue engineering approaches would also benefit by the development of homing molecules for stem and/or progenitor cells into the tissue, improving the integration of the engineered scaffold. In the pathophysiology of degenerative arthropathy such as rheumatoid and osteoarthritis, activated fibroblasts like synoviocytes migrate on the articular cartilage and promote cartilage degeneration. The migration of these cells could be targeted to slow the progression of degenerative arthropathy. Together, these findings illustrate that NG2/CSPG4 represents an underappreciated target since it is abundant on the cell surface and contributes to a diverse set of cellular behaviors.

## Data Availability

RNAseq data deposited in the Gene Expression Omnibus: Series GSE245589 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE245589. All other datasets are provided in the manuscript and/or Supplementary Material.

# Supplementary material for: NG2/CSPG4 attenuates motility in mandibular fibrochondrocytes under serum starvation conditions
**Source:** Front Cell Dev Biol. 2023 Nov 7;11:1240920. doi: 10.3389/fcell.2023.1240920
**Supplement:** Supplementary file 3

NG2/CSPG4 attenuates motility in mandibular fibrochondrocyte under serum starvation conditions

**Shin Young Ahn^1#^, Mina Bagheri Varzaneh^2#^, Yan Zhao^2^, Jacob Rozynek^2^, Sriram Ravindran^2^, Jonathan Banks^2^, Minahil Chaudry^2^, and David A. Reed^2*^**

**# These authors contributed equally to project**

Keywords: cell migration, NG2/CSGP4, chondrocytes, temporomandibular, collagen VI, cell adhesion, cell motility

Abstract

The migration of mandibular fibrochondrocytes is important for both the development of the mandible, the homeostasis of mandibular cartilage, and for the capacity of the tissue to respond to injury. Mandibular fibrochondrocytes have to overcome formidable obstacles during migration including a dense and heterogeneous three-dimensional matrix. Guiding the direction of cell migration and commitment to a migratory phenotype in this microenvironment necessitates a multivalent response to chemotactic and extracellular matrix mediated stimuli. One of the key matrix components in the cartilage of the temporomandibular joint is type VI collagen. Neuron/Glial antigen 2 (NG2/CSPG4) is a transmembrane proteoglycan that binds with collagen VI and has been implicated in a wide range of cell behaviors including cell migration, motility, adhesion, and proliferation. While NG2/CSPG4 has been shown to be a key regulator of mandibular cartilage homeostasis, its role in the migration of mandibular fibrochondrocytes during normal and cell stress conditions has yet to be resolved. Here we address this gap in knowledge by characterizing NG2/CSPG4 dependent migration in mandibular fibrochondrocytes using primary mandibular fibrochondrocytes isolated from control and full length NG2/CSPG4 knockout mice, in primary mandibular fibrochondrocytes isolated from NG2|DSRed reporter mice, and in an immortalized mandibular fibrochondrocyte cell line with mutated NG2/CSPG4 ectodomain. All three cells demonstrate similar results, with loss of the full length or truncated NG2/CSPG4 increasing the rate of cell migration in serum starvation/cell stress conditions. These finding clearly implicate NG2/CSPG4 as a key molecule in the regulation of cell migration in mandibular fibrochondrocytes in normal and cell stress conditions, underscoring the role of NG2/CSPG4 as a mechanosensitive signaling hub in mandibular cartilage.

# Introduction

# The migration of chondrocytes through a dense extracellular matrix is a remarkable and understudied phenomenon in the cell and molecular biology of cartilage. Migration is critical for both development and the tissue’s response to injury. During degenerative arthropathies such as osteoarthritis (OA), the post-traumatic injury response of cartilage is facilitated through cell migration, enabling progenitor and inflammatory cells to initiate repair and resolution of the affected area. Migratory chondrocyte progenitor cells synthesize a fibrocartilaginous neo-matrix that improves the overall integrity of the tissue but does not perfectly recapitulate the higher order structure and material properties of the original tissue (Seol et al., 2012, Jiang and Tuan, 2015). These progenitor cells have stem cell like properties and can be induced to commit to a chondrogenic fate. A similar process has been reported in the cartilage of the temporomandibular joint, with migrator cells within cartilage defects observed shortly after injury (Cledes et al., 2006). It is unknown if these migratory cells in the TMJ are the fibrocartilage stem cells recently identified from the rodent and human condyle (Bi et al., 2020, Embree et al., 2016, Fan et al., 2021, Robinson et al., 2015). Despite the mobilization of these cells, many post-natal injuries are not repaired. This is likely the result of the difficulties associated with migration through a dense and heterogeneous extracellular matrix that impairs the infiltration of repair cells into the affected area following post-traumatic injury (Morales, 2007). There is an important gap in knowledge related to the molecular mechanisms regulating the migratory potential and phenotype of chondrocytes.

# When moving through a heterogeneous substrate such as cartilage, cells adaptively modify their cell surface microdomain by modifying the composition and organization of receptors, proteoglycans, cell adhesion molecules, and proteases, switching between “path finding” and “path generating” behaviors (Cattaruzza and Perris, 2005). Cells migrate through a substrate by active polymerization of the leading edge of the cell, generating cytoskeletal protrusions that adhere to the extracellular matrix substratum (Lauffenburger and Horwitz, 1996, Yamada and Sixt, 2019). Adhesion to the substrate is achieved through integrin binding with coordinated mechanosensory integration with intracellular focal adhesions. These substrate interactions potentiate, in part, the capacity of cells to sense differences in the material properties of the extracellular matrix (Yamada and Sixt, 2019). Cells integrate this adhesion information from the substrate with the mechanics of forward actin protrusion and actomyosin contractions to control cell polarity, migration directionality, and coordinated cell movements (Haeger et al., 2015).

# Therefore, the direction of cell migration and commitment to a migratory phenotype necessitates a multivalent response to chemotactic and extracellular matrix mediated stimuli. Growth factors affecting cell migration including platelet derived growth factor (PDGF), fibroblast growth factor (FGF), insulin-like growth factor (IGF), and transforming growth factor (TGF)β. PDGF, FGF, and IGF are present in post-traumatic cartilage (Hopper et al., 2015, Mishima and Lotz, 2008). Of these growth factors, PDGF appears to be one of the most potent. In chondrocytes and mesenchymal stem cells, PDGF-BB and –AB induce a robust migratory response from the cells, with a lower response is elicited from PDGF–AA (Mishima and Lotz, 2008). PDGF is of special interest in biomedical studies as a prominent component of the serum used in cell culture media. TGFβ is also involved in the injury response of the cell, regulating the fibrogenic signaling axis. This TGFβ mediated injury response is also associated with the accumulation of cell surface and extracellular matrix proteoglycans (Cattaruzza and Perris, 2005).

# The accumulation of membrane associated proteoglycans after injury can have multiple roles including regulating growth factor mediated signaling, ectodomain shedding, the synthesis of scaffolding proteins, the composition of the subcellular microdomain, and the localization of glycosaminoglycan chains to the cell. These modifications are associated with both anti-adhesion and –migratory effects, and impact the regenerative and reparative potential of the tissue (Bradbury et al., 2002, Krekoski et al., 2001, Zuo et al., 2002). Specifically, the sulphated GAG side chains exert anti-adhesion and –migration effects on the cell due to the negative charge of the molecule (Davies et al., 2008). The anti-migratory effects of chondroitin sulfate chains in cartilage is well documented, particular in the major cartilage proteoglycan aggrecan (Davies et al., 2008, Hunziker and Rosenberg, 1996, Johnson et al., 2005, Johnson et al., 2006, Perris et al., 1996). Less is known about the role of other chondroitin sulfate containing, membrane associated proteoglycans in the migration of cartilage cells.

# One of these proteoglycans is Neuron glial antigen 2 (NG2; human homologue, CSPG4; mouse homologue, AN2). NG2/CSGP4 is a single-pass transmembrane proteoglycan with chondroitin sulfate chains present on the ectodomain. NG2/CSPG4 is present in cartilage (Fukushi et al., 2003, Yotsuya et al., 2019) and regulates the homeostasis of the cartilage during health and disease (Midwood and Salter, 2001, Midwood and Salter, 1998, Reed et al., 2022). NG2/CSPG4 has been implicated in cell migration and motility in other cell types (Fukushi et al., 2004, Makagiansar et al., 2007), but has not been studied in temporomandibular joint cartilage. NG2/CSPG4 mediated migration/motility is achieved through both direct and indirect mechanisms. NG2/CSPG4 directly engages with the cell surface microdomain through beta-1 integrin (Burg et al., 1997, Burg et al., 1996, Chekenya et al., 2008, Fukushi et al., 2004, Goretzki et al., 1999, Jamil et al., 2016, Makagiansar et al., 2007) and is a cell surface ligand for type VI collagen (Burg et al., 1997, Burg et al., 1996, Huang et al., 2010, Nishiyama and Stallcup, 1993, Stallcup et al., 1990, Tillet et al., 2002). NG2/CSPG4 also regulates cell motility through binding with pro-migratory growth factors, PDGF-AA and FGF2 (Goretzki et al., 1999, Grako et al., 1999, Nishiyama et al., 1996a, Nishiyama et al., 1996b). Indirectly, the addition of NG2/CSPG4 enhances cellular motility even in cells that do not contain substantial endogenous cell surface NG2/CSPG such as vascular endothelial cells, promoting in vitro endothelial tube formation and in vivo blood vessel development (Fukushi et al., 2004).

# The role of NG2/CSPG4 on the migratory potential of a cell is regulated by differential phosphorylation at two sites. Phosphorylation at Thr2256 through PKCα promotes migration by enhancing NG2/CSPG4 co-localization with beta1-integrin on leading edge lamellipodia. Phosphorylation at Thr2314 through ERK 1/2 enhances NG2/CSPG4 colocalization with β-1-integrin on the apical surface microprotrusions and promotes a proliferative phenotype (Makagiansar et al., 2007). The ERK 1/2 and PCKα signaling pathways are important mediators of chondrocyte differentiation and mechanotransduction (Lee et al., 2002, Zhen et al., 2001). PKCα activation occurs in an mTOR dependent manner, with mTOR signaling being a potent upstream regulator of migration (Zhou and Wong, 2006). Chondrocyte migration is associated with the ERK 1/2 pathway. Together, the ERK, PKC, and mTOR pathways represent parallel and complementary signaling pathways regulating cell migration in cartilage (Davies et al., 2008, Fujita et al., 2004, Lu et al., 2013).

NG2/CSPG4 contains large chondroitin sulfate chains, suggesting that it should have anti-migratory effects on the cells. However, multiple studies have demonstrated that the presence of NG2/CSPG4 in cancers is a strong indicator of the metastatic potential of the tumor (Burg et al., 1998, Burg et al., 1997, Chekenya and Pilkington, 2002), with NG2/CSPG4 loss of function experiments resulting in attenuated cell migration (Cattaruzza et al., 2013b, Jamil et al., 2016, Wilms et al., 2022, Yang et al., 2019a). Given the multivalent nature of NG2/CSPG4 dependent migratory signaling, with cytoskeletal-mediated/growth factor independent pathways and convergent growth-factor/extracellular matrix pathways potentially influencing the phenotype and behavior of the cell (Cattaruzza and Perris, 2005), the role of NG2/CSPG4 as a regulator of cell migration in cartilage health and disease has yet to be resolved.

The interaction of NG2/CSPG with OMI/HTRA2 to regulate oxidative stress implicates the proteoglycan in the transcriptional regulation of the cell stress response (Maus et al., 2015). Oxidative stress is an important factor in the progression of degenerative conditions such as osteoarthritis (Tanaka et al., 2008). Oxidative stress can be modeled in an in vitro environment using serum starvation (Tangtrongsup and Kisiday, 2018), not only elevating reactive oxygen species, but also removing a number of key growth factors known to interact with NG2/CSPG4, synchronizing the cell-cycle kinetics of cells, suppressing proliferation, and altering signaling molecules associated with NG2/CSPG4 functionality such as ERK 1/2, PKCα, and mTOR signaling (Chen and Long, 2014, Hasan et al., 1999, Raja et al., 2018). Here we will leverage this cell culture model together with live cell imaging of migration to determine the role of NG2/CSPG4 as a regulator of cell migration during normal physiological and cell stress conditions.

# Materials and methods

# Control, NG2/CSPG4 knockout, and DSRed NG2/CSPG4 reporter mice

# Control mice from a C57 BL/6J background were purchased from Jackson Laboratory. Knockout mice were acquired from the KOMP repository (Cspg4tm1a(KOMP)Wtsi/Bcm) and were generated using the Knockout-first allele: Promoter driven section kit. The knockout mice used in this study were generated cross breeding with a Cre expressing line to generate a reporter-tagged deletion allele. Mice heterogeneous for the reporter-tagged deletion allele were backcrossed to a C57 BL/6J line and then mated to generate a reporter-tagged deletion allele for NG2/CSPG4. All animals were housed together to minimize confounding conditions. NG2/CSPG4 knockout mice were viable through skeletal maturity with no strong developmental phenotype aside from those reported including increased lean body mass (Mousephenotype.org). A mild but significant phenotype in the TMJ cartilage is reported here. DSRed NG2/CSPG4 reporter mice were acquired from commercial source (Tg(Cspg4-DsRed.T1)1Akik, Jackson Laboratory) and bred to generate offspring hemizygous for the reporter construct. The use of all animal tissues followed an approved animal use protocol (UIC ACC #23-042/#20-068).

# Immunohistochemistry and immunocytochemistry

# For immunohistochemistry, sections were deparaffinized, treated with sodium borohydride (132.2 mM, 452882, Sigma), permeabilized with methanol and 0.5% Triton (v/v), blocked in 5% donkey serum (D9663, Sigma, St. Louis, MO) for 2 hours, and incubated with primary antibodies against NG2/CSPG4 (1:200, AB5320, Sigma-Millipore, Santa Cruz, CA) or mTOR (1:500, 2972S, Cell Signaling Technology, Danvers, MA). All secondary labeling was with Alexa Fluor donkey anti-rabbit 568 (1:500, Invitrogen, Invitrogen, Carlsbad, CA). Nuclei were label with DAPI (D9542-1MG, 1 μg/μL, Sigma, St. Louis, MO). Sections were imaged using an inverted fluorescent microscope using a 10x objective (DMI6000B, Leica, Buffalo Grove, IL). Laser intensity, gain, and magnification was standardized for all acquisitions. Brightness and contrast settings were standardized for all images during post-processing. All data were compared to a no primary antibody control and isotype control. For immunocytochemistry, cells were fixed using Histochoice Tissue Fixative (VWRVH102, VWR, Radnor, PA). Antigen retrieval is the same as that described for immunohistochemistry. All samples were imaged using a laser scanning confocal microscope with 63x oil immersion objective (LSM 710, Zeiss) using identical laser intensity, brightness, and gain standardized for all image acquisitions. Images a representative of four biological replicates for each experimental group.

# Primary cell isolation

# Primary cell isolation followed published methods for chondrocytes (Gosset et al., 2008, Reed et al., 2022, Reed et al., 2021, Bagheri Varzaneh et al., 2023). Mandibular condylar cartilages (MCC) were collected from wild-type, NG2/CSPG2 knockout, and/or DSRed reporter mice from 10-14 day old pups. Extracted MCCs were placed in collection medium DMEM (12492–013, Gibco, Gaithersburg, MD) and rinsed twice with sterile phosphate-buffered saline (PBS) solution with 25 mg/ml Plasmocin (ant-mmp, InVivoGen, San Diego, CA), 50 U/ml penicillin, and 0.05 mg/ml streptomycin (P0781, Sigma, St. Louis, MO) under sterile flow hood. For cell isolation, MCCs were digested in type II collagenase (S004174, Worthington Biochemical, Lakewood, NJ) suspended at 3 mg/ml in Dulbecco’s Modified Eagle’s Medium (11966 to 025, Gibco, Gaithersburg, MD) for 45 minutes in a thermal incubator under 5% CO2 at 37 °C. Tissue fragments were agitated using a pipette to detach soft tissues then washed with PBS solution. The cartilage pieces were retrieved then transferred to type II collagenase digestion medium at 1.5 mg/ml overnight in 5% CO¬2 at 37 °C. Cell solution was retrieved and placed in 15-ml tube, then dispersed by transfer pipette. Cell suspension was filtered using a sterile 48 uM cell strainer, then centrifuged at 10,000 g for 10 min at room temperature. The pellet was retrieved and washed with PBS and resuspended with 15 ml of culture medium. Cell density was calculated using a hemocytometer.

# Bulk RNAseq with gene ontology analysis:

# The bulk RNA-seq analysis follows previously published methods (Reed et al., 2022). In short, RNA was isolated using the Qiagen RNeasy Mini Kit (79216 Qiagen, Germantown, MD). A Poly(A) RNA sequencing library was prepared with the Illumina’s TruSeq-stranded-mRNA sample preparation protocol including oligo-(dT) magnetic beads purification, poly(A) RNA fragmentation, DNA library construction, and Agilent Technologies 2100 Bioanalyzer High Sensitivity DNA Chip quality control. Sequencing was performed using the Illumina’s NovaSeq 6000 sequencing system. HISAT2 was used to carry out map reads to the genome and reads were assembled using StringTie. All transcriptomes were merged using perl scripts and gffcompare. StringTie and edgeR were used to estimate the expression levels and perform mRNAs expression levels. Three biological replicates were used for the analysis. Differential gene expression was used for a gene ontology analysis using the ShinyGO platform (Ge et al., 2020) using the Biological Processes pathway database (ShinyGO 0.77), with differentially up- and down-regulated genes analyzed together and separately (qval < 0.05) against background genes.

# Western blot

# For in vitro and in vivo protein isolation of cultured cells, plates were washed in ice-cold, 1x PBS, lysed using an extraction reagent (M-PER, 78501, Thermo Fisher, Waltham, MA) with protease (cOmplete,4693116001, Sigma, St. Louis, MO) and phosphatase (PhosSTOP,4906845001, Sigma, St. Louis, MO) inhibitors. For in vivo tissues, tissue was homogenized in the lysis buffer. For in vitro protein isolation of the cell-agarose scaffolds, samples were rinsed in 1x PBS for 20 minutes, placed in Laemmli Buffer, boiled for 5 minutes, cooled on ice, and spun down for 2 hours using a mini-spin column (Pierce Spin Cups, 69700, Thermo Fisher, Waltham, MA). For all samples, lysate insolubles were removed by centrifugation at 14000 g for 15 minutes at 4 °C. For monolayer cell and tissue samples tested for NG2/CSPG4, supernatant was incubated with Chondroitinase ABC (100330-1, AMSBio, Cambridge, MA) added at 0.05 units/ml for 3 hours at 37 °C. For all samples, lysates were adjusted to a 1x Protein Sample Loading Buffer (928–40004, Licor, Lincoln, NE), heated at 100 °C 5 minutes, run on a 4–15% sodium dodecyl sulfate polyacrylamide gel (SDS-PAGE), and analyzed by western blot with antibodies against NG2/CSPG4 (1:500, AB5320, Sigma-Millipore, Santa Cruz, CA) and PCNA (1:1000, 2586S, Cell Signaling Technologies, Danvers, Massachusetts). Blots were imaged using a Li-COR Fluorescence Quantitative western blot. Fluorescence values were normalized to β-actin and standardized to experimental control samples. Four biological replicates were used for all western blots. All samples were collected from 4 biological replicates.

# Migration assay

# Primary cells under 3 passages were used for the study. Primary cells were trypsinized and seeded in a three-well culture insert for cell migration (Ibidi, Gräfelfing) at a concentration of 55x103 cells per 100 ul. Cells were incubated in se growth conditions overnight to achieve an 80% confluence. To suppress cell proliferation, mitomycin c (5 μg/ml; Sigma-Aldrich, St. Louis, MO) was added to cell culture media and cell were incubated for 2 hours at 37° C and 5% CO_2_. To initiate cell migration, the insert was removed and the culture plate was placed in a live cell microscope stage at 37 ° C and 5% CO2 (Leica, DMI6000B). Cells were imaged under a phase contrast microscopy every 15-minutes for 24 hours. Each experimental group consistent for four biological replicates, and four technical replicates per biological sample. To quantify cell migration, the gap closure rate was analyzed using ImageJ software. The leading edges of the cells on each image were manually traced to create an outline of the target cell-free areas at at 0, 1, 4, 12, and 24 hours. Image J measure tool was used to calculate the areas in pixels at each time point and were transferred to data window. The cell-free area at 0 hr is used as baseline to calculate % closure of the area over time: % closure = [(cell-free area at 0 hr) – (cell-free area at x hr)] / (cell-free area at 0 hr). Cell counting was performed by counting to total number of cells in the cell free zone defined at time zero for each experimental time point. Four biological replicates and two or four technical replicates were used for each experimental group.

# RT-qPCR

# For quantifying gene expression changes from lysate, RNA was isolated using the RNeasy Mini Kit (74104, Qiagen, Germantown, MD). All target genes were amplified with the SYBR® Select Master Mix (4385610, Applied Biosystems, Waltham, MA) in a Bio-Rad iQ5 (Bio-Rad, Des Plaines, IL). Primer sequences are reported in Table 1. All primers were validated using negative controls substituting molecular grade water for cDNA were carried out for each primer for standard quality control. Gene expression changes were calculated by comparative threshold cycle method with data standardized to a sample control and normalized to GAPDH using the ΔΔCq method. Negative controls with no cDNA were run for all primers. Four biological replicates and two technical replicates were used for each experimental group.

# Cell tracking

# Primary cells from the mandibular condyles of DSRed reporter mice were plated in a 12-well plate and grown to confluence. For the migration assay, a scratch was made across the length of the plate with a 10 μL pipette tip, creating a higher signal intensity of DSRed positive cells at the injury site than using the insert. Cells were cultured in serum supplemented and low serum condition during the migration assay. Live cell microscopy followed the methods previously described along with a fluorescent channel (588 excitation/583 emission). Laser intensity, brightness, and contrast of image acquisition was established before starting the experiment to optimize imaging DSRed positive cells. Exported data was processed and cell motility performance was quantified using Trackmate (Tinevez et al., 2017). DSRed positive and negative cells were tracked using the software and manually correct by frame. The migration, velocity, and distance of each cell was calculated and output by Trackmate. Four biological replicates and five technical replicates (i.e. cells) were used for each experimental group.

# Immortalization of mandibular fibrochondrocytes

# Primary cells from 10-14 day old mouse mandibular condylar cartilage were isolated as described in the previous section. Once confluent in a 100 mm dish, cells were transduced with the supernatant of a recombinant retroviral vector containing cDNAs expressing hTERT containing a GFP expressing protein. After one round of retroviral transduction, cells were given serum supplemented media and grown to confluence. Confluent cells were then trypsinized to a single-cell suspension and sorted for GFP using a flow cytometer (Bio-Plex, Bio-Rad). GFP-positive cells were then plated in a 96 well plate using a single-cell cloning approach. The clone with the highest growth rate was selected and frozen for to a stock solution. Resuspended cells from this clone were used for all experiments and for the CRISPR/Cas9 modifications from cells under 10 passages.

# CRISPR/Cas9 modification of the NG2/CSPG4 ectodomain

# The collagen VI binding sequence for NG2/CSPG4 was identified from published sequences (Tamburini et al. 2018). The sgRNA sequences were designed from this target sequence using the ALT-R® CRISPR-Cas9 system from Integrated DNA Technologies (IDT, Coralville, IA, USA). All of the off- and on-targets using IDT software (https://eu.idtdna.com/pages). The ALT-R® CRISPR-Cas9 system was used for transfection and includes the Cas9 protein, trans-activating CRISPR RNA (tracrRNA) and CRISPR RNA (crRNA). TracrRNA (5 nmol; 3 μl) was mixed with target-specific crRNA (2 nmol, 3 μl) in IDT nuclease free duplex buffer. The solution was incubated for 5 min at 95°C and slowly annealed at room temperature for 10 min. The sgRNA (400 ng in total) and Cas9 (1 μg) was complexed for 5 min reduced serum medium (Opti-MEM, Gibco, NY, USA). The solution was combined with 150,000 cells, placed in a cuvette and eletroporated at 225 V for six pulses (GenePulser xCell, BioRad) following published optimization values for chondrocytes (Schönenberger et al. 2011). The cells were then incubated in 10% FBS/DMEM for a further 48 h and allowed to recover. After the recovery period, dead cells were removed and adherent cells were trypsinized to generate a single cell suspension. These cells were then plated for single cell clonal expansion using the dilution method. Clone colonies were expanded into two plates. One plate was screened by PCR with primers designed to span the target deletion (Table 1). The second plate was screened using Sanger Sequencing (3730xl Analyzer, Life Technologies). NG2/CSPG4 sequences from the control and CRISPR/Cas9 truncated cells were manually aligned to confirm the truncation of the amino acid sequence corresponding to the collage VI binding region. One clone with the best growth properties and the appropriate genotype was isolated and used for all subsequent studies.

# Statistical analysis

# A one-way ANOVA was used for all statistical tests. Post hoc Bonferroni tests were carried out for multi-group comparisons (SPSS, Chicago, IL). Bonferroni tables are reported in Supplemental Table 02. A p-value < 0.05 was considered statistically significant for all studies.

# Results

**NG2/CSPG4 is abundant in a restricted cell population in mandibular condylar cartilage.** The mandibular condylar cartilage of the TMJ is a secondary cartilage that forms from a migratory cell population derived from the periosteum of the developing mandibular mesenchyme (Hinton and Carlson, 2005). In the mandibular condylar cartilage, the superficial perichondrium is continuous with the fibrous bony periosteum and the underlying prechondroblastic layer is continuous with the osteogenic layer of the bony periosteum. Both of these cell layers are superficial to chondroblastic cells evident by the presence of proteoglycans such as aggrecan (Figure 1.A-B). During MCC development, NG2/CSPG4 is abundant in the prechondroblastic layer (Figure 1.C-D). In skeletally mature mandibular condylar cartilage, the continuity of the perichondrium with the periosteum is still apparent near the pole of the condyle (Figure 1.E-F). There is also an NG2/CSPG4 positive cell population deep to this perichondrium, in the prechondroblastic and chondroblastic cell layer (Figure 1.G-H). During the early stages of TMJ OA, the pole of the condyle expands as the condyle flattens and the perichondrium thickens (Figure 1.I-J), with a concomitant increase in the NG2/CSPG4 positive layer deep to the perichondrium (Figure 1.K-L). These data illustrate that NG2/CSPG4 is not localized to the fibrous perichondrium but is concentrated in cells that have committed to chondrogenic differentiation.

**The transcriptional profile of NG2/CSPG4 regulates cell-matrix interactions and migration**. Bulk RNAseq analysis of primary mandibular fibrochondrocytes derived from the mandibular condylar cartilage of control and NG2/CSPG4 knockout mice cultured in serum and serum starvation conditions was analyzed using gene ontology enrichment analysis. Using the biological process ontology set, several significant GO terms associated with cell migration during serum culture conditions were identified including the “Regulation of cell migration” (-log10 FDR = 16; 200 genes), “Cell migration” (-log10 FDR = 24; 300 genes), and “Cell motility” (-log10 FDR = 16; 300 genes). In serum starvation conditions, significant pathways include “Cell migration” (-log10 FDR = 4; 200 genes), and “Cell motility” (-log10 FDR = 4; 200 genes). In both serum and serum starvation conditions, NG2/CSPG4 knockout cells have a transcriptionally distinct profile affecting genes that regulate cell migration (Figure 2).

**NG2/CSPG4 knockout cells migrate more quickly in serum starvation conditions.** Control and NG2/CSPG4 knockout cells cultured in serum supplemented media and in reduced serum conditions illustrate that NG2/CSPG4 is only present on the control cells (Figure 3.A-B). Western blot analysis of the control cells illustrates that serum starvation does not affect the amount of full length NG2/CSPG4 protein (Figure 3.C-D). In serum supplemented cell culture conditions, there was no difference in cell migration between the control and NG2/CSPG4 knockout cells measured by the percent closure or cell free area after 24 hours of migration (Figure 3.E). In serum starvation conditions, NG2/CSPG4 knockout cells migrated more than the controls as measure by both the percent closure (Figure 3.E; p<0.05; n=4/genotype) and the number of cells in the cell free region after 24 hours (Figure 3.F; p<0.05; n=4/genotype). Further, there was no significant difference in percent closure in NG2/CSPG4 knockout cells in serum supplemented and serum free culture conditions (Figure 3.E).

**NG2/CSPG4 knockout cells migrate more quickly in a cell proliferation independent manner.** NG2/CSPG4 cells have significantly lower levels of cell proliferation during serum supplemented cell culture conditions (Figure 4.A-B; p<0.001; n=4/experimental group). Serum starvation suppressing cell proliferation in both the control and NG2/CSPG4 knockout cells, equilibrating proliferation to statistically indistinguishable, but non-zero levels. To remove the confounding impact of proliferation, we repeated all migration experiments following at 2 hour 5 μg/ml mitomycin c treatment to suppress DNA synthesis. In serum supplemented cell culture conditions, mitomycin c pretreatment resulted in a decrease in the rate of cell migration in NG2/CSPG4 knockout cells when compared with the control as measured by the percent closure or cell free area after 24 hours of migration (Figure 4.C). In serum starvation conditions, mitomycin c pretreatment results in an increase in the rate of cell migration in NG2/CSPG4 knockout when compared with controls as measure by both the percent closure (Figure 4.C; p<0.05; n=4/genotype) and an increase in the number of cells in the cell free region after 4 and 12 hours (Figure 4.D; p<0.05; n=4/genotype). The percent closure and number of cells in the NG2/CSPG4 knockout cells decreased at 24 hours likely due to elevated levels of cell death resulting from prolonged exposure to the stress conditions resulting from mitomycin c pretreatment and serum starvation (see Figure 4.F).

**NG2/CSPG4 is diminished during active migration in mandibular fibrochondrocytes.** To characterize NG2/CSPG4 levels in actively migrating cells, we conducted a migration assay on a glass slide and fixed the cells after 6 hours. Confocal immunofluorescence using an antibody against full length NG2/CSGP4 illustrates that cell-cell contact is associated with high levels of NG2/CSPG4, while migration is associated with lower levels of NG2/CSPG4 (Figure 5.A-C). It has been previously reported that NG2/CSPG4 levels are linked with cell density (Asher et al. 2005). To determine if the heterogeneous distribution of NG2/CSPG4 protein in these cells was related to cell density or the migratory phenotype, we characterized NG2/CSPG4 levels from a confluence and sub-confluent population of primary mandibular fibrochondrocytes (Figure 5.D-E). There was no difference in the gene expression levels between the confluent and sub-confluence population (Figure 5.F; p=0.194; n=4/experimental group). Western blot analysis illustrates that the sub-confluence population of cells had a significantly higher level of both full length and shed-membrane tethered fragments of NG2/CSPG4 (Figure 5.G-I; p < 0.05; n=4/experimental group). Together, these findings illustrate that the turnover of NG2/CSPG4 protein in actively migration cells is a property of the migratory phenotype and not of the density of the cells.

**NG2/CSPG4-DSred positive cells migrate slower in serum starvation conditions**. Since NG2/CSPG4 knockout cells have a distinct transcriptional profile, we conducted a scratch assay in primary mandibular fibrochondrocytes derived from NG2/CSPG4-DSred reporter mice. Primary cells extracted from the mandibular condylar cartilage reflect the heterogeneity associated with the cartilage, with only some of the cells expressing NG2/CSPG4 (i.e. DSRed positive). Cell tracing software was used to characterize the distance and velocity of NG2/CSPG4-DSred positive and negative cells during migration. NG2/CSPG4-DSred positive cells migrated with a significantly lower distance and velocity than NG2/CSPG4-DSred negative cells (Figure 6. D-E; p<0.05; n=5/reporter status). This finding illustrates that NG2/CSPG4 expressing cells have an attenuated migratory phenotype, consistent with the knockout data.

**NG2/CSPG4 ectodomain perturbation impacts cell migration**. Since the NG2/CSPG4 ectodomain interacts with the extracellular matrix through type VI collagen, we next asked the question whether the NG2/CSPG4 ectodomain was a select and specific regulator of the migratory phenotype of the cell. Mandibular fibrochondrocytes from c57 BL/6J mice were immortalized using hTERT and stabilized for 5 passages. To mutate the ectodomain, the type VI collagen binding region was truncated from the NG2/CSPG4 ectodomain using CRISPR/Cas9 (NG2|EDmut). Western blot analysis of these cells illustrates that the NG2|EDmut lacks robust full length and shed, membrane tethered bands compared to the control (Figure 7.A). Immunocytochemistry using a polyclonal antibody against the NG2/CSPG4 ectodomain shows a similar trend, with the control cells having robust membrane associated NG2/CSPG4 that is greatly diminished in the NG2|EDmut cells (Figure 7.B-C). Immunocytochemistry using a monoclonal antibody against the NG2/CSPG4 intracellular domain illustrates robust intracellular/cytosolic NG2/CSPG4 in the control and NG2|EDmut cells (Figure 7.D-E). The NG2/CSPG4 intracellular domain could not be resolved on western blot in either sample but has been previously validated (see: Reed et al., 2022). The gene expression of NG2/CSPG4 is significantly higher in the NG2|EDmut cells compared to the control (Figure 7.F; p < 0.05; n=4/genotype). There is no statistically significant difference in the rate of proliferation for the transgenic or serum experimental conditions (Figure 7.G-H). The rate of migration was significantly different in a genetic and serum dependent manner. In serum supplemented culture conditions, the control and NG2|EDmut cells migrate as the same rate. In serum starvation conditions, the NG2|EDmut cells migrate significantly faster than the controls (Figure 7.I; p < 0.05; n=4/genotype), and have significantly more cells migrating into the cell free regions after 24 hours (Figure 7.J; p < 0.05; n=4/genotype). Together, these data illustrate that the NG2/CSPG4 ectodomain is an important regulator of the migratory phenotype of mandibular fibrochondrocytes. Bulk RNAseq analysis of the NG2|EDmut and control cells in serum and serum starvation conditions was analyzed using gene ontology enrichment analysis. Using the biological process ontology set, several significant GO terms associated with cell migration were identified in serum culture conditions including the “Regulation of cell migration” (-log10 FDR = 12.5; 200 genes), “Cell migration” (-log10 FDR = 15; 300 genes), and “Cell motility” (-log10 FDR = 12.5; 300 genes). In serum starvation conditions, significant pathways include “Positive regulation of cell migration” (-log10 FDR = 10; 200 genes), “Regulation of cell migration” (-log10 FDR = 12.5; 300 genes), “Cell migration” (-log10 FDR = 17.5; 400 genes), and “ Cell motility” (-log10 FDR = 12.5; 400 genes). In both serum and serum starvation conditions, NG2|EDmut cells have a transcriptionally distinct profile affecting genes that regulate cell migration

1. **Discussion**

This study defines the role of NG2/CSPG4 in the migration of mandibular fibrochondrocytes during normal physiological and cell stress conditions. NG2/CSPG4 has multivalent properties due to the ability to bind the pro-migratory growth factor PDGF and bind with the extracellular matrix through type VI collagen. In serum supplemented culture conditions, containing the pro-migratory growth factor PDGF, there is no difference in the migration potential of control and NG2/CSPG4 knockout cells. However, pretreatment with mitomycin c resulted in the suppression of cell migration in NG2/CSPG4 knockout cells. In serum starvation conditions, NG2/CSPG4 knockout cells migrated at a higher rate that control cells both with and without mitomyocin c. Using NG2-DSRed reporter cells and cell tracking software, we find that NG2-DSRed positive cells migrate a shorter distance and slower than NG2-DSRed negative cells in serum starvation conditions. When the NG2/CSPG4 ectodomain is perturbed, a similar pattern of migration potential is observed. NG2|EDmut cells migrate faster in serum starvation conditions. Together, these three model systems illustrate that the presence of full length NG2/CSPG4 on the cell surface attenuates the migratory potential of mandibular fibrochondrocytes.

Our findings from healthy, primary mandibular chondrocytes cultured in serum supplemented conditions and pretreated with mitomycin c are in agreement with the consensus view from studies using cancer cells. In these cells, NG2/CSGP4 is hypothesized to be a prognostic indicator of metastasis and promote migration. In chondrosarcoma, siRNA suppression of NG2/CSPG4 attenuated of the rate of migration (Jamil et al., 2016). In glia and glioma cells, SP-1 binding to the enhancer region of NG2/CSPG4, and subsequent increase in NG2/CSPG4 protein, increased the migratory potential of the cells (Wilms et al., 2022). A similar pattern is observed in neural cells, with the addition of NG2/CSPG4 antibodies attenuating migration rates (Stegmüller et al., 2002). However, the stage of the cancer can influence the role of NG2/CSPG4 (Hsu et al., 2018), underscoring that NG2/CSPG4 can have different roles in different contexts due to complex ecto- and intracellular domain mediated processing. In contrast, carrying out the migration assay in serum starvation conditions illustrates that NG2/CSPG4 knockout cells migrate faster than the controls, at a rate more similar to the serum supplemented conditions. This finding underscores that there is potentially an important interaction effect between the transcriptional regulation of the cell and the exposure to cell stress conditions in a high ROS intracellular environment.

During the cell migration assay, cells that migrate into the cell free area have low levels of cell surface NG2/CSPG4. This could indicate that the primary cells are heterogeneously fated and/or that only cells with low basal levels of NG2/CSPG4 are migrating. This hypothesis is supported by the bulk RNAseq analysis illustrating that NG2/CSPG4 knockout cells are transcriptionally distinct with differential gene expression profiles that favor cell migration in both serum supplemented and serum starvation conditions. However, results from the NG2 reporter line provide a more opaque explanation, with the NG2|Dsred positive cells migrating slower than the NG2|Dsred negative cells, but with both cell types moving into the cell free region. Lower levels of full length NG2/CSPG4 protein and/or transcript may not necessarily indicate that the protein is non-functional in the molecular mechanics of migration. These cells adjacent to the cell free region may commit to a migratory phenotype through local endocytic recycling of cell surface NG2/CSPG4 and/or through proteolytic cleavage of the NG2/CSPG4 ectodomain.

NG2/CSPG4 colocalization of β1-integrin at the leading edge of the cell is important and may indicate turnover or recycling of the protein through the lysosomal machinery or proteolytic processing of the ectodomain as the cell interacts with the endogenous extracellular matrix of the tissue. The endocytosis of NG2/CSPG4 has been implicated in focal adhesion dynamics, with Stonin1 knockout fibroblasts, an NG2 endocytic adaptor, associated with the accumulation of cell surface NG2/CSPG4 and impaired focal adhesion mediated motility (Feutlinske et al., 2015). The proposed mechanism of action includes the Arf6-integrin disruption of focal adhesions, impacting the directionality of the cells. The capacity for NG2/CSPG4 to regulate migration in melanoma cells was associated with the localization of activated focal adhesion kinases to lipid rafts through the transmembrane cysteine residue (C2230) mediated assembly of molecular complexes related to syntenin-1 (Yang et al., 2019b). The shedding of the NG2/CSPG4 ectodomain has been illustrated in primary mandibular fibrochondrocytes but the molecular functionality of this shedding has yet to be fully resolved (Bagheri Varzaneh et al., 2023). Thus, the subcellular localization, and not the abundance, could be the most critical parameter regulating migration.

Conversely, high levels of NG2/CSPG4 at cell-cell contacts could indicate contact inhibition of locomotion, where contact with another cell confers polarity and directionality to the cell. This biophysical property is important for regulating the coordinated collective cell migration behaviors such as those in a cell migration assay. In cultured primary mandibular chondrocytes, these data indicate that the abundance of NG2/CSPG4 is dependent on the density of the cells in the plate, confirming previous reports using other cell types (Asher et al., 2005). This result implicates NG2/CSPG4 in the mechanocoupling of cell-cell/matrix junctions, and illustrates that this cell-cell/matrix contact is important for retaining cell surface NG2/CSPG4.

The functionality of cell-surface abundance may also indicate the need for the cell to interact with the endogenous extracellular matrix produced when confluences is reached, either acting as a cell surface ligand for type VI collagen or as a binding partner with β1-integrins. Changes in collagen VI are one of the characteristics of end stage temporomandibular osteoarthritis (Reed et al., 2019, Yotsuya et al., 2019). The loss of full length NG2/CSPG4 or the ectodomain leads to dysfunctional collagen VI matrix adhesion and migration. When collagen VI binding is dysfunction, sarcoma cells respond with convergent cell survival- and adhesion/migration pathways. In other cell types, the targeted deletion of the C-terminal cytoplasmic region also impacts matrix adhesion and cell motility (Cattaruzza et al., 2013a, Fang et al., 1999, Makagiansar et al., 2004). Thus, the proteolytic and endocytic processing of NG2/CSPG4 work to integrate multiple external stimuli and intracellular signaling networks when shifting toward a migratory phenotype.

NG2/CSPG4 knockout mandibular fibrochondrocytes have significant changes in several key pathways implicated in cell motility and adhesion, including PI3K and MAPK (Reed et al., 2022). NG2/CSPG4 binding with collagen VI promotes the PI3K pathway, regulating cell spreading and motility through bypassing the canonical integrin transduction mechanisms (Cattaruzza et al., 2013a). The PI3K pathway is associated with cell survival and mTORC1. This could potentially implicate PI3K cell survival as a common signaling pathway regulating migration in serum starvation conditions. PI3K is further implicated in the migratory phenotype of chondrocytes through Runx2 (Fujita et al., 2004). One of the other key cell signaling pathways for chondrocyte migration includes ERK 1/2 (Lu et al., 2013, Morales, 2007). NG2/CSPG4 is necessary for the sustained activation of the ERK cascade (Reed et al., 2022), with ERK differentially phosphorylating the NG2/CSPG4 intracellular domain to regulate proliferation and migration (Makagiansar et al., 2007).

There are several study limitations that were beyond the current scope of work. Chemotaxis is an important regulator of cell migration, including growth factors such as FGF2 and PDGF. The NG2/CSPG4 ectodomain contains a binding region with high affinity for PDGFaa, but not PDGFbb (Grako et al., 1999, Nishiyama et al., 1996a). Future studies will use recombinant PDGF in serum free conditions to control for the confounding chemotactic effects of PDGF. The NG2/CSPG4 ectodomain also contains chondroitin sulfate chains that can inhibit migration in cartilage (Davies et al., 2008). Future studies will treat cells with Chondroitinase ABC to cleave the chondroitin sulfate chains prior to migration. Technical limitations also prevent us from experimentally testing the role of type VI collagen interactions. We attempted to replicate experiments on murine collagen VI coated plates but the cells failed to adequately adhere to the plates for the duration of the experiment, particularly so in the NG2/CSPG4 knockouts. This finding is consistent with reports from the literature that NG2/CSPG4 knockout cells have impaired ability to adhere to type VI collagen. A second technical limitation in the study concerns the use of only two-dimensional culture assays. We replicated the migration experiments using a Boyden Chamber, with serum as the chemotactic gradient, but the primary mandibular fibrochondrocytes failed to migrate through the trans-well in sufficient quantity to quantify migration.

Despite these limitations, this study has yielded important insights into the functionality of NG2/CSPG4 in cell migration and motility. Future studies on NG2/CSPG4 will broaden our understanding of the migration of stem cells and chondroprogenitor cells as an important part of skeletogenesis. These pro-migratory developmental programs could be utilized for tissue regeneration strategies or improved wound healing outcomes. Tissue engineering approaches would also benefit by the development of homing molecules for stem and/or progenitor cells into the tissue, improving the integration of the engineered scaffold. In the pathophysiology of degenerative arthropathy such as rheumatoid and osteoarthritis, activated fibroblast like synoviocytes migrate on the articular cartilage and promote cartilage degeneration. The migration of these cells could be targeted to slow the progression of degenerative arthropathy. NG2/CSPG4 represents an underappreciated target since it is abundant on the cell surface and contributes to a diverse set of cellular behaviors.

# Conflict of Interest

The authors declare no competing financial interests

# Author Contributions

# Shin Young Ahn: Data acquisition and interpretation, drafted and critically revised the manuscript

# Mina Bagheri Varzaneh: Data acquisition and interpretation, and critically revised the manuscript

# Yan Zhao: Data acquisition and interpretation, and critically revised the manuscript

# Jacob Rozynek: Data acquisition and interpretation, and critically revised the manuscript

# Sriram Ravindran: Data acquisition and interpretation, and critically revised the manuscript

# Jonathan Banks: Data acquisition and interpretation, and critically revised the manuscript

# Minahil Chaudry: Data acquisition and interpretation, and critically revised the manuscript

# David Reed: Contributed to conception, design, data acquisition and interpretation, performed all statistical analyses, drafted and critically revised the manuscript

# Funding

# This investigation was supported by the National Institute of Dental & Craniofacial Research of the National Institutes of Health under Award 1R56DE029835 (DR) and 1R01DE029835-01 (DR). The content is solely the responsibility of the authors and does not necessarily represent the official views of the National Institutes of Health. The authors declare no potential conflicts of interest with respect to the authorship and/or publication of this article

# Supplementary Material

Attached file

# Data Availability Statement

Bulk RNAseq data has been uploaded to the Gene Expression Ominbus under Series Accession: GSE214077 (ID : 200214077)

All other relevant data are within the paper

# Figure captions

**FIGURE 1 | NG2/CSPG4 is abundant in a restricted population of cells in the mandibular condyle.** (A-B) Safranin-O/fast green staining of a 3 day post-natal mouse TMJ illustrating that the superficial fibrous layer of the condylar cartilage (arrows) and an underlying prechondroblastic layer. The chondroblastic layer is delineated by the presence of proteoglycan (red). (C-D) immunohistochemistry illustrating that NG2/CSPG4 is strongly expressed in the prechondroblastic layer. (E-F) Herovici polychrome stain of the pole of the mandibular condyle illustrating that the fibrous layer of the bony periosteum is continuous with the articular layer of the mandibular cartilage and that the underlying prechondroblastic layer is continuous with the osteogenic layer of the bony periosteum (G-H) immunofluorescent staining illustrating that NG2/CSGP4 is localized to the prechondroblastic cells in the mandibular condylar cartilage and on a cell layer adjacent to the bone in the osteogenic layer of the condylar periosteum. (I-J) Herovici polychrome stain of early stage TMJ OA illustrating an increase in thickness of prechondroblastic/chondroblastic layers at the pole of the condyle and a thickening of the periosteum. (K-L) immunofluorescent staining of NG2/CSGP4 in early stage TMJ OA illustrating an increase in immune-positive cells in the prechondroblastic layer of the mandibular condylar cartilage and negligible staining in the fibrous and osteogenic layers of the periosteum.

**FIGURE 2 | The transcriptional profile of NG2/CSPG4 regulates cell-matrix interactions and migration in serum supplemented and serum starvation conditions**. (A) Gene ontology enrichment analysis comparing the differences in biological process terms from a comparison of NG2/CSPG4 knockout and control c57 primary mandibular condylar cartilage cells in serum (A) and serum-free (B) cell culture conditions. Data represents sequencing results from n = 3/genotype per treatment group.

**FIGURE 3 | NG2/CSPG4 knockout cells migrate more quickly in serum starvation conditions.** (A) Immunocytochemistry with immunostaining for NG2/CSPG4 in control primary mandibular fibrochondrocytes. (B) Immunocytochemistry with immunostaining for NG2/CSPG4 in NG2/CSPG4 knockout primary mandibular fibrochondrocytes. (C) Western blot of NG2/CSPG4 from protein collected from control primary mandibular fibrochondrocytes cultured in serum supplemented and serum starvation conditions. The full length NG2/CSPG4 fragment is indicated at 300 kDa. Continuous western blots are provided in Supplemental Figure 1. (D) Quantification of the full length NG2/CSPG4 fragment with values standardized to β-actin and fold change is calculated relative to the serum supplemented serum condition. n=4/experimental group. (E) Quantification of a migration assay from control and NG2/CSPG4 knockout primary mandibular fibrochondrocytes in serum supplemented and serum starvation conditions measured a 4, 12, and 24 hours. Data represent the percent closures of the cell free region at time 0. (F) Quantification of the number of cells that passed in the cell free from the migration assay from serum starvation conditions at 4, 12, and 24 hours. (G-J) Raw data visualization of the migration data with the cell free range at time zero indicated in blue, superimposed over the same region after 24 hours of migration. For all graphs, * represents comparisons of serum supplemented and serum starvation conditions with * = p<0.05 and *** = p<0.001; # represents comparisons of control versus NG2/CSPG4 knockout cells with ### = p<0.001.

**FIGURE 4 | NG2/CSPG4 knockout cells have suppressed proliferation but the rate of migration occurs in a proliferation independent manner.** (A) Western blot of PCNA from protein collected from control and NG2/CSPG4 knockout primary mandibular fibrochondrocytes cultured in serum supplemented and serum starvation conditions. Bands are representative of n=4/experimental group. Continuous western blots are provided in Supplemental Figure 1. (F) Quantification of PCNA with values standardized to β-actin and fold change is calculated relative to the serum supplemented serum condition. (C) Quantification of a migration assay from control and NG2/CSPG4 knockout primary mandibular fibrochondrocytes in serum supplemented and serum starvation conditions measured a 4, 12, and 24 hours pretreated with 5 μg/ml mitomycin c to suppress proliferation. Data represent the percent closures of the cell free region at time 0. (D) Quantification of the number of cells that passed in the cell free from the migration assay from serum starvation conditions at 4, 12, and 24 hours. (E-F) Raw data visualization of the migration data with the cell free range at time zero indicated in blue, superimposed over the same region after 24 hours of migration. For all graphs, * represents comparisons of serum supplemented and serum starvation conditions with * = p<0.05; # represents comparisons of control versus NG2/CSPG4 knockout cells with # = p<0.05.

**FIGURE 5 | NG2/CSPG4 is diminished during active migration in mandibular fibrochondrocytes.** (A) Immunocytochemistry of primary control mandibular fibrochondrocytes fixed and immunolabeled with NG2/CSPG4 4 hours after the start of migration. (B) Confocal immunofluorescence of NG2/CSPG4 pseudo-colored to illustrate signal intensity from a region of the migration assay with high cell-cell contact. (C) Confocal immunofluorescence of NG2/CSPG4 pseudo-colored to illustrate signal intensity from a region of the migration assay with actively migrating cells. (D) Bright field microscopy of control primary mandibular fibrochondrocytes from a confluent plate. (E) Bright field microscopy of control primary mandibular fibrochondrocytes from a sub-confluent plate. (F) RT-qPCR illustrating gene expression changes in NG2/CSPG4 in the confluent (CF) and sub-confluence (Sub-CF) samples of control primary mandibular fibrochondrocytes. (G) Western blot of NG2/CSPG4 from protein collected from confluent and sub-confluence samples of control primary mandibular fibrochondrocytes. The full length fragment is indicated at 300 kDa and the shed, membrane-tethered fragment is indicated at 275/260 kDa. Bands are representative of an n=4/experimental group. Continuous blots are provided in supplemental figure 2. (H) Quantification of full length NG2/CSPG4 with values standardized to β-actin and fold change is calculated relative to the confluent experimental group. * represents comparisons of confluence and sub-confluent experimental groups with * = p<0.05.

**FIGURE 6 | NG2/CSPG4-DSred positive cells migrate slower in serum starvation conditions.** (A-C) Cell migration dynamics after a scratch assay at 0 (A), 12 (B), and 24 (C) hours. NG2/CSPG4-DSred positive cells are red. The migration path of NG2/CSPG4-DSred positive (+) and negative (-) cells is superimposed over each image. (D) Quantification of the distance traveled by each NG2/CSPG4-DSred positive and negative cell reported in pixels, arbitrary units. (E) Quantification of the velocity of each cell in NG2/CSPG4-DSred positive and negative cells reported in pixels/second, arbitrary units. For all experiments, data were collected from two biological replicates, with 5 NG2/CSPG4-DSred positive and negative cells quantified from each biological replicate. * represents comparisons of NG2/CSPG4-DSred positive and negative cells with p<0.05).

**FIGURE 7 | NG2/CSPG4 ectodomain perturbation impacts cell migration.** (A) Western blot analysis of NG2/CSPG4 of control and NG2|EDmut cells. Bands are representative of n=4/experimental group. Continuous western blots are provided in Supplemental Figure 3. (B) Immunocytochemistry from control cells using a polyclonal antibody raise the NG2/CSPG4 ectodomain. (C) Immunocytochemistry from NG2edmut cells using a polyclonal antibody raise the NG2/CSPG4 ectodomain. (D) Immunocytochemistry from control cells using a monoclonal antibody raise the NG2/CSPG4 intracellular domain. (E) Immunocytochemistry from NG2|EDmut cells using a monoclonal antibody raise the NG2/CSPG4 intracellular domain. (F) R-qPCR illustrating gene expression changes in NG2/CSPG4 in control and NG2|edmut cells. (G) Western blot analysis of PCNA of control and NG2|EDmut cells in serum supplemented and serum free culture conditions. Bands are representative of n=4/experimental group. Continuous western blots are provided in Supplemental Figure 3. (H) Quantification of PCNA western blot with values standardized to β-actin and fold change is calculated relative to the control- serum supplemented experimental group. (I) Quantification of a migration assay from control and NG2|EDmut cells in serum supplemented and serum starvation conditions measured a 4, 12, and 24 hours. Data represent the percent closures of the cell free region at time 0. (J) Quantification of the number of cells that passed in the cell free from the migration assay from serum starvation conditions at 24 hours. For all graphs, * represents comparisons of serum supplemented and serum starvation conditions with * = p<0.05 and *** = p<0.001; # represents comparisons of control versus NG2|EDmut cells with p<0.05

**FIGURE 8 | NG2/CSPG4 ectodomain perturbation impacts the transcription regulation of cell migration in serum starvation conditions**. (A) Gene ontology enrichment analysis comparing the differences in biological process terms from a comparison of NG2|EDmut and control immortalized primary mandibular condylar cartilage cells in serum (A) and serum-free (B) cell culture conditions. Data represents sequencing results from n = 3/genotype per treatment group.

# References

ASHER, R. A., MORGENSTERN, D. A., PROPERZI, F., NISHIYAMA, A., LEVINE, J. M. & FAWCETT, J. W. 2005. Two separate metalloproteinase activities are responsible for the shedding and processing of the NG2 proteoglycan in vitro. *Molecular and Cellular Neuroscience,* 29**,** 82-96.

BAGHERI VARZANEH, M., ZHAO, Y., ROZYNEK, J., HAN, M. & REED, D. 2023. Disrupting mechanical homeostasis promotes matrix metalloproteinase-13 mediated processing of neuron glial antigen 2 in mandibular condylar cartilage. *European Cells and Materials,* 45**,** 113-130.

BI, R., YIN, Q., MEI, J., CHEN, K., LUO, X., FAN, Y. & ZHU, S. 2020. Identification of human temporomandibular joint fibrocartilage stem cells with distinct chondrogenic capacity. *Osteoarthritis and cartilage,* 28**,** 842-852.

BRADBURY, E. J., MOON, L. D., POPAT, R. J., KING, V. R., BENNETT, G. S., PATEL, P. N., FAWCETT, J. W. & MCMAHON, S. B. 2002. Chondroitinase ABC promotes functional recovery after spinal cord injury. *Nature,* 416**,** 636-640.

BURG, M. A., GRAKO, K. A. & STALLCUP, W. B. 1998. Expression of the NG2 proteoglycan enhances the growth and metastatic properties of melanoma cells. *Journal of cellular physiology,* 177**,** 299-312.

How the deposited data were processed for this re-analysis (not part of the article)

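The deposited table covers 12 RNA-seq libraries of immortalized mandibular fibrochondrocytes: a control line and the NG2|EDmut line, each cultured with serum or under serum starvation, with 3 biological replicates in each of the 4 groups. The paper's methods name poly(A) TruSeq Stranded libraries, an Illumina NovaSeq, mapping with HISAT2, assembly with StringTie, merging of the transcriptomes with perl scripts and gffcompare, and StringTie and edgeR for expression levels and tests. The submitters' processing notes also name FastQC. Versions of these tools, the genome build, the annotation release, the read length, the strand setting and the starvation time before RNA was taken are not given in the sources used here. The starts of the listed genes match GRCm38.

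The authors deposited an estimated count per gene and library, which they made from StringTie coverage. These estimated counts are already whole numbers, so rounding them changed nothing, and their scale depends on a read length that is not given, so 1 unit is not 1 read. The authors also deposited FPKM values per gene and library, which come from the same coverage and are not independent of the estimated counts. The table lists 29862 genes, of which 61 symbols are carried by more than 1 gene and 89 genes are ribosomal RNA. Every column of per-library values was mapped to a library by its name. Total estimated counts per library ranged from 60277881 to 77172479, and these totals set the precision only together with the spread between replicates, which the fit estimates. Genes that share reads with copies elsewhere, such as Gapdh with its pseudogenes and the protocadherin γ genes with each other, are uncertain.

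The main test was edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM normalization, and the quasi-likelihood fit and test with 1 mean per group over all 12 libraries (8 residual and 3.91 prior degrees of freedom), with a Benjamini-Hochberg adjusted p under 0.05 as the threshold. After the filter 18703 genes were tested. The comparisons were NG2|EDmut against control cells in serum and under starvation, starvation against serum in each line, and the interaction of line and starvation. Levels are CPM after TMM. The scripts were tested on data simulated from the real libraries with 200 changed genes, far fewer than were called in the real data. In the comparison in serum, edgeR recovered 11.9%, 35.8% and 90.9% of genes changed 1.5-fold, 2-fold and 4-fold with 5 false calls, DESeq2 recovered 29.9%, 62.7% and 98.5% with 29 false calls (17786 genes each), and limma on CPM recovered 13.4%, 37.3% and 89.4% with 5 false calls (13840 genes).

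The genes named are those the paper names, the 10 with the largest rise and the 10 with the largest fall between the lines in each condition (5 and 5 for the other comparisons) among called genes whose groups do not overlap and whose higher group has a mean of at least 10 CPM, and up to 4 members of each list with the smallest adjusted p. For the interaction the rule does not ask that groups do not overlap. The 21 tested lists were migration regulators, chemotaxis and guidance, adhesion receptors, collagens, matrix glycoproteins and proteoglycans, matrix proteases and inhibitors, cartilage, ossification, tendon and perichondrium, vessel development, odontogenesis, the PDGF, FGF, IGF and TGF-β axis, proliferation, immediate early genes and SRF or YAP targets, ERK pathway feedback, oxidative stress, cholesterol synthesis, amino acid and unfolded protein stress, FOXO and quiescence, interferon response, and the partners of NG2/CSPG4 named in the paper. The last of these lists was set here from molecules the paper names, and the paper does not give it as a list of partners. Another 9 lists, given as levels, hold markers of macrophages, endothelium, skeletal muscle, epithelium, osteoclasts, neural and Schwann cells, adipocytes and pericytes, and genes of the sex chromosomes. Each tested list was compared with the other tested genes by a one-sided Fisher's exact test of the share called, and by camera (limma 3.58.1) at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists within a comparison.

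Gene Ontology and KEGG terms were read from the deposited table and tested with a one-sided hypergeometric test over terms with at least 10 tested genes, with up- and downregulated genes together as in the paper. The table lists direct annotations and does not mark their branch, so the background was the 12729 tested genes with any usable annotation in place of the biological process branch alone. The annotation of 2108 genes was not usable here. ShinyGO's own database was not used here. Some single-gene results are not reported here.

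The alternatives were DESeq2 1.42.0, RLE size factors in edgeR, no filter on low counts, a stricter filter (at least 10 counts in every library), an absolute log2 fold change of at least 1, only the groups compared, the replicate number as a block, limma-trend on log2(FPKM + 1) over genes with at least 1 FPKM in 3 libraries, and each library left out in turn. Added after the values had been looked at were fits without ribosomal RNA genes, without the 3 libraries with most ribosomal RNA, with the estimated counts divided by 4, a grouping of terms by words in their names, and all 14971 genes with a usable annotation as the background of the term test. For each comparison of 3 against 3 libraries all 10 splits were fitted, and for the interaction 100 of the regroupings were drawn. Nothing was computed on the primary cells, the reporter cells or the protein assays of the paper, which are not analysed here.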

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

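Of the tests below, those on the spread that control serum-supplemented replicate 1 adds, on a wrong label of that library and on the cholesterol genes resting on it were chosen only after the results were seen, as was the look at draws that keep the control groups, and the splits of the libraries were planned before.

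Starvation called 3779 genes in control cells and 385 in NG2|EDmut cells. Of the 198 called in both lines, 131 went in the same direction and 67 in opposite ones. For independent lists 39.1 are expected in the same direction. The number expected in opposite directions was not computed, so the 67 are not set against chance here. The test of the difference itself, the interaction in edgeR, called 821 genes, 380 with a higher and 441 with a lower response in NG2|EDmut cells. Leaving out 10 of the 12 libraries moved this count by over 1.5 times, from 339 without NG2|EDmut serum starvation replicate 3 to 3901 without control serum-supplemented replicate 1. The count in control cells ranged from 2225 (without control serum-supplemented replicate 2) to 6390 and that in NG2|EDmut cells from 136 (without NG2|EDmut serum starvation replicate 2) to 1453, both highest without control serum-supplemented replicate 1.

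Of the 26 cholesterol synthesis genes, 24 had a higher response to starvation in NG2|EDmut cells and none a lower one (25 higher and 1 lower when adjusted over the list alone; adjusted p = 0.0152 from camera with an estimated correlation). In control cells 21 of them fell with starvation and 1 rose, while in NG2|EDmut cells 17 rose and none fell (adjusted p = 0.430 and 0.0177 from camera with an estimated correlation). Hmgcs1, an enzyme of this pathway, went from 419 ± 182 to 119 ± 8.09 CPM with starvation in control cells and from 106 ± 21.6 to 353 ± 16.7 CPM in NG2|EDmut cells (SD, n = 3), with an interaction of 3.55 on the log2 scale (standard error 0.39, adjusted p = 0.000564 from edgeR).

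Besides cholesterol synthesis, the lists that passed both Fisher's exact test and camera with an estimated correlation were ERK feedback, immediate early genes and vessel development, and all of these leaned lower. All 12 ERK feedback genes called for the interaction had a lower response in NG2|EDmut cells (16 when adjusted over the list alone; adjusted p = 0.000351 from camera with an estimated correlation): Spry4 rose by 1.47 on the log2 scale in starved control cells and fell by 2.10 in starved NG2|EDmut cells. The 12 immediate early genes and SRF or YAP targets called were all lower as well (3 higher and 15 lower when adjusted over the list alone; adjusted p = 0.000351 from camera with an estimated correlation), with Egr2 at -4.57, Arc at -4.35, Egr1 at -3.95 and Fos at -3.92. Of the vessel development genes, 8 were called, 1 higher and 7 lower (3 and 11 when adjusted over the list alone), among them Ccn2 at -1.29. The excess of called vessel genes (adjusted p = 0.00768, Fisher's exact test) was lost without control serum-supplemented replicate 1 (0.189), control serum starvation replicate 1 (0.0530) or NG2|EDmut serum-supplemented replicate 1 (0.0533), within a range over 22 alternatives from 0.000158 to 0.189.

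Proliferation genes leaned higher in the interaction, 21 higher and 0 lower (26 and 0 when adjusted over the list alone; adjusted p = 1.84e-15, Fisher's exact test), with adjusted p = 0.398 from camera with an estimated correlation. The excess was lost in 11 of 22 alternatives, within 1.50e-23 to 1: without control serum-supplemented replicate 2 (0.701), without control serum starvation replicate 2 (0.786), without control serum starvation replicate 3 (0.694), without NG2|EDmut serum-supplemented replicate 1 (0.667), without NG2|EDmut serum-supplemented replicate 2 (0.640), without NG2|EDmut serum starvation replicate 1 (0.304), without NG2|EDmut serum starvation replicate 2 (0.612), without NG2|EDmut serum starvation replicate 3 (0.603), and in 3 other settings.

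Several explanations were set against a difference in biology between the lines. For the interaction, 2 of the 100 regroupings drawn from 200, the real one included, called at least 821 genes, and the highest other called 882. Most of these draws also mix the control groups and so remove the response of control cells by design. Of the 9 draws that keep the control groups, 2 called at least 821 genes, the real one included, so chance is not excluded for the count of genes. The small count in NG2|EDmut cells may rest on the spread that control serum-supplemented replicate 1 adds to the estimate all groups share, since 1453 genes were called without it and 2760 when only the groups compared were fitted, so the 2 counts do not show a weaker response. Over all genes the median position of that library was 0.728 and those of the starved control libraries 0.931 to 1.00, and 523 of its 1853 genes lay nearer the serum libraries, which argues against a culture starved like the other 3 under a wrong label. Its proliferation genes do not argue against it, at 0.814 against 0.881 to 1.08 with 0 of 48 nearer the serum libraries, and its cholesterol genes lay at 0.824 against 0.970 to 1.05. The opposite cholesterol response remained without that library, with 25 genes called higher. This test could hardly have failed, since the cholesterol genes of that library lie toward starvation and leaving it out widens the fall in control cells. That fall then rests on control serum-supplemented replicates 2 and 3. A culture of different age, density, feeding or time without serum stays open, and the sources used here name no batch.

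For starvation in control cells the 10 splits of 3 against 3 libraries cannot give a share under 0.05. The real split, 1 of the 10, called 3779 genes and the highest other 1606, a split that grouped control serum-supplemented replicate 1 with starved replicates 1 and 3 and so points to a structure of these libraries. For starvation in NG2|EDmut cells the real split, again 1 of 10 and with the same limit, called 385 genes and the highest other 0.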

How the results depend on the processing

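The settings without ribosomal RNA genes, without the 3 libraries with most ribosomal RNA, with divided counts and with the wider term background were chosen only after the values they bear on had been looked at. The counts of genes called between the lines stayed within 1.5 times of 5894 and 7111 under each alternative to the fit except an absolute log2 fold change of at least 1, which left 2711 in serum, 3432 under starvation, 1437 and 177 for starvation in control and NG2|EDmut cells, and 1702 shared in the same direction, by its construction. With DESeq2, 994 genes were called for starvation in NG2|EDmut cells and 1773 for the interaction, and 54% of the latter were higher against 46.3%. With only the groups compared, starvation called 795 genes in control and 2760 in NG2|EDmut cells. Same-numbered libraries did not deviate together (18 pairs, correlations from -0.125 to 0.094, 0 over 0.1), so the numbers do not pair them, and with the replicate block 241 genes were called for starvation in NG2|EDmut cells and 443 for the interaction, 38.1% of them higher. Without the 3 libraries with most ribosomal RNA, 1691 genes were called for starvation in control cells and 343 for the interaction, and Cspg4 in serum passed at 0.58. Lists past the threshold were 9 under starvation with limma-trend on log2(FPKM + 1) and 9 in serum with the estimated counts divided by 4. The distance of the X chromosome median, -0.47, was -0.34 with no filter and -0.40 with limma-trend. Apart from fewer genes or libraries in a setting, the cause was not tested.

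Leaving out 1 library at a time gave 4121 to 7657 genes in serum, 5481 to 8655 under starvation, 2225 to 6390 and 136 to 1453 for starvation in control and NG2|EDmut cells, 339 to 3901 for the interaction and 3054 to 4536 shared. The log2 fold change of Cspg4 ranged from 0.40 to 0.92 in serum and from 1.22 to 1.64 under starvation, the lists past the threshold from 15 to 19, 14 to 20 and 23 to 40, and the X distance from -0.46 to -0.44. Reversed signs were limited to genes named by the paper that did not pass in the comparison and setting where the sign turned (adjusted p from 0.614): Itgb1 under starvation (0.024 with the stricter filter, 0.056 with limma-trend, 0.028 with divided counts, -0.073 to 0.096 without single libraries), Arf6 with limma-trend (0.0042 in serum, 0.010 under starvation) and without single libraries (-0.065 to 0.071 in serum, -0.071 to 0.018 under starvation), Mtor without the 3 libraries with most ribosomal RNA (-0.014 and -0.021) and without single libraries (-0.13 to 0.18 in serum, -0.013 to 0.41 under starvation), and, in serum without single libraries, Pdgfb (-0.019 to 0.76), Sdcbp (-0.13 to 0.025) and Gapdh (-0.051 to 1.03). Among the other values of single genes, 38 lost their call with a log2 fold change of at least 1, 21 without the 3 libraries with most ribosomal RNA, 18 with the block, 7 with no filter, 6 with only the groups compared, 5 with limma-trend and 185 without single libraries. Not run were limma with robust moderation and other pseudocounts, which apply only to a main test on normalized values, the authors' p-values, which are not used here, and a fit of only the groups compared for the interaction. In the simulated data edgeR missed most changes of 1.5-fold. Those data hold 200 changed genes among 17786, far fewer than the 5894 called in serum. With more changed genes the adjusted threshold is less strict, so the shares recovered may be too low for the real data. A gene that did not pass is still not shown to be unchanged.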

Differences from the paper's values

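The whole-table background, the groupings of terms by name and the setting without the 3 libraries with most ribosomal RNA were chosen only after the values, or the annotation, had been seen, and the other settings were set before the data were examined.

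The paper's enrichment values and gene numbers for the migration terms are larger than those computed here. In serum, the paper's -log10 FDR was 15 for cell migration against 0.91 here, 12.5 for regulation of cell migration against 0.01, and 12.5 for cell motility against 0.32. The paper's gene numbers were 300, 200 and 300 for these terms, against 62, 17 and 9 called members here. Under serum starvation, the paper's -log10 FDR was 17.5 for cell migration against 0.80 here, 12.5 for regulation of cell migration against 0.08, 10 for positive regulation of cell migration against 0, and 12.5 for cell motility against 0. The paper's gene numbers were 400, 300, 200 and 400, against 71, 23, 29 and 7 here. None of the alternatives set before the data were examined brought any of these values within the paper's. The scales differ in several respects. The table used here lists direct annotations, with 131 genes annotated with cell migration in all, so these gene numbers cannot reach the paper's. The adjustment ran over 2178 terms of unmarked branches, against a background of 12729 tested genes with any annotation. The genes called are those of the fit here and not the authors' own. The annotation of 2108 genes was not usable here, and these are not a random set: the median of their mean estimated counts was 1405, against 841 for the 14971 genes with a usable annotation. The -log10 values here therefore rest on an incomplete annotation that leans to genes with lower counts, and ShinyGO's gene sets were not used here.

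Some settings do call cell migration, which the paper calls. In serum it passed with no filter (adjusted p = 0.00532), a stricter filter (0.0326), a log2 fold change of at least 1 (0.0238), only the groups compared (0.0463), and without control serum starvation replicate 3 (0.0235), NG2|EDmut serum starvation replicate 2 (0.0301) or replicate 3 (0.0243). Under starvation it passed with no filter (0.0265) and with a log2 fold change of at least 1 (0.00115). With all 14971 annotated genes of the table as background, a setting chosen after the values were seen, it passed in serum (adjusted p = 0.00625) and under starvation (0.00397), and the paper's other named terms, 2 in serum and 3 under starvation, were not called. The genes this background adds failed the filter and could not be called, which raises the value of any term of expressed genes, and the terms past went from 19 to 40 in serum and from 9 to 49 under starvation. A grouping of all 494 tested genes with a term that names migration, chosen after the annotation was seen, passed in serum (adjusted p = 0.000369) and under starvation (0.00371). A second grouping made at the same time, of the 201 tested genes with a term that names motility or chemotaxis, passed in neither (0.430 and 0.202). By direction, the first grouping passed among lower genes (adjusted p = 0.00211 in serum and 0.00434 under starvation, hypergeometric test) and not among higher genes (0.214 and 0.614). The second passed among lower genes under starvation (0.0233) but not in serum (0.189), and not among higher genes (0.782 and 0.881). The term cell migration itself did not pass among lower genes (0.152 and 0.107).

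The paper reports higher Cspg4 in NG2|EDmut than in control cells by RT-qPCR, with levels of about 2.2 against about 1.1 in Figure 7F, read by eye, and the culture condition of that panel is not given in the sources used here. The paper normalized RT-qPCR to GAPDH, while the values here are CPM after TMM, so the scales differ. Gapdh itself did not pass under starvation here (adjusted p = 0.0529 from edgeR). With the stricter filter it passed, at a log2 fold change of 1.55 (adjusted p = 0.0428 from edgeR). In serum the log2 fold change here was 0.65 and did not pass the test (adjusted p = 0.111 from edgeR), and it passed without control serum-supplemented replicate 1 (adjusted p = 0.0263) and without the 3 libraries with most ribosomal RNA (0.0280), the second chosen after their ribosomal RNA was seen. Under starvation it was higher and passed (log2 fold change 1.44, adjusted p = 0.00214 from edgeR).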

Other observations

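The tests of chromosome shifts as the cause of all calls, of a female origin and of a lost Y chromosome were chosen only after the results were seen, while a gain or loss of whole chromosomes was predicted before.

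Beyond migration and matrix, the lines differed in genes of tissue identity. Of 38 odontogenesis genes, 8 rose and 16 fell in NG2|EDmut cells in serum (8 and 17 when adjusted over the list alone; adjusted p = 0.000244, Fisher's exact test), and 11 rose and 16 fell under starvation (11 and 18; adjusted p = 0.000256). The jaw mesenchyme transcription factor Lhx8 fell from 26.7 ± 3.12 to 1.39 ± 0.0809 CPM in serum (SD, n = 3; log2 fold change -4.27, standard error 0.13, adjusted p = 1.14e-08 from edgeR) and Tbx3 fell by 2.33, while the growth factor Fgf10 rose by 3.75. Camera gave adjusted p = 0.00776 for lower odontogenesis genes in serum (0.0875 as the adjusted p with an estimated correlation) and 0.00527 under starvation (0.134 as the adjusted p with an estimated correlation). Of 31 cartilage genes, 5 rose and 13 fell in serum (5 and 14 when adjusted over the list alone; adjusted p = 0.00526, Fisher's exact test), with Cilp2 down by 3.72 and Sox6 up by 2.41 on the log2 scale, and 6 rose and 12 fell under starvation (adjusted p = 0.0390; 0.109 without control serum-supplemented replicate 1, within 0.000844 to 0.151 over 23 alternatives). Of 27 tendon and perichondrium genes, 8 rose and 8 fell in serum (adjusted p = 0.00620; lost without control serum-supplemented replicate 2 (0.0684), without control serum-supplemented replicate 3 (0.0893) and without NG2|EDmut serum-supplemented replicate 3 (0.0523), within 0.000195 to 0.238), and 5 rose and 10 fell under starvation (adjusted p = 0.0564, past in 17 of 23 alternatives, within 0.000612 to 0.271, and 0.00208 without NG2|EDmut serum starvation replicate 2).

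Of 28 genes of amino acid and unfolded protein stress, 13 rose and 3 fell in serum (14 and 4 when adjusted over the list alone; adjusted p = 0.00924, Fisher's exact test) and 15 rose and 1 fell under starvation (16 and 3; adjusted p = 0.0460). Psat1, an enzyme of serine synthesis, rose by 1.15 and 1.57 on the log2 scale, and the amino acid transporter Slc7a3 by 2.75 and 2.63. Of 29 interferon response genes, 1 rose and 13 fell in serum (1 and 14 when adjusted over the list alone; adjusted p = 0.0541, Fisher's exact test) and 1 rose and 17 fell under starvation (1 and 19; adjusted p = 0.0194). The list passed in serum without NG2|EDmut serum-supplemented replicate 3 (0.0246) and without NG2|EDmut serum starvation replicate 1 (0.0496), within 0.0237 to 0.410 over the alternatives. The starvation value was lost without control serum starvation replicate 1 (0.228), without NG2|EDmut serum-supplemented replicate 3 (0.0712) and without NG2|EDmut serum starvation replicate 3 (0.0615), within 0.000844 to 0.228 over 23 alternatives. Camera with an estimated correlation gave adjusted p = 0.406 and 0.274 for amino acid stress and 0.315 and 0.274 for interferon. Of 42 oxidative stress genes, 13 rose and 8 fell in serum (adjusted p = 0.0166) and 16 rose and 11 fell under starvation (adjusted p = 0.00209), with Gpx3, a secreted glutathione peroxidase, down by 3.91 and 4.54 and the lipogenic enzyme Me1 up by 2.01 and 2.31. Of 46 genes of the PDGF, FGF, IGF and TGF-β axis, 11 rose and 11 fell in serum (adjusted p = 0.0225, lost in 5 of 23 alternatives, within 0.000580 to 0.271) and 10 rose and 17 fell under starvation (adjusted p = 0.0105). Of 48 matrix proteases and inhibitors, 10 rose and 13 fell in serum (adjusted p = 0.0206; 0.0652 without control serum-supplemented replicate 1, within 1.56e-05 to 0.208), and 6 rose and 19 fell under starvation (7 and 23 when adjusted over the list alone; adjusted p = 0.0460, lost in 7 of 23 alternatives, within 0.000421 to 0.0936, among them without NG2|EDmut serum-supplemented replicate 2 (0.0658), without NG2|EDmut serum-supplemented replicate 3 (0.0517) and without NG2|EDmut serum starvation replicate 2 (0.0726); adjusted p = 0.274 from camera with an estimated correlation), with Timp1 down by 2.34 and Mmp2 by 1.83. Of 56 vessel development genes, 15 rose and 12 fell in serum (adjusted p = 0.0125; 0.0675 without control serum-supplemented replicate 3, within 0.000133 to 0.250) and 7 rose and 21 fell under starvation (adjusted p = 0.0555, past in 20 of 23 alternatives, within 0.000148 to 0.0754, and 0.00208 without NG2|EDmut serum starvation replicate 2; adjusted p = 0.183 from camera with an estimated correlation). Of 33 immediate early genes and SRF or YAP targets, 12 rose and 3 fell in serum (adjusted p = 0.0758, past in 6 of 23 alternatives, within 9.93e-05 to 0.351, lowest without control serum-supplemented replicate 1; adjusted p = 0.139 from camera with an estimated correlation) and 4 rose and 13 fell under starvation (adjusted p = 0.0878, past in 13 alternatives, within 0.000251 to 0.562, and 0.0175 without NG2|EDmut serum starvation replicate 3; adjusted p = 0.183 with an estimated correlation). Of 29 FOXO and quiescence genes, 5 rose and 8 fell in serum (adjusted p = 0.102, past in 7 of 23 alternatives, within 0.00225 to 0.451, and 0.0192 without NG2|EDmut serum-supplemented replicate 3) and 4 rose and 13 fell under starvation (adjusted p = 0.0390; 0.0679 without control serum-supplemented replicate 3, within 0.000432 to 0.244; adjusted p = 0.326 from camera with an estimated correlation).

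The paper's Western blots of PCNA showed no difference in proliferation between lines or conditions. Pcna RNA was not called between the lines in serum (log2 fold change -0.43, adjusted p = 0.377 from edgeR; -0.84, adjusted p = 2.34e-05 without control serum-supplemented replicate 1, within 2.34e-05 to 0.841 over the alternatives) or under starvation (0.05, adjusted p = 0.923 from edgeR). Of 48 proliferation genes, 47 fell and none rose with starvation in control cells (48 fell when adjusted over the list alone; adjusted p = 1.47e-30, Fisher's exact test; 0.430 as the adjusted p from camera with an estimated correlation). In NG2|EDmut cells 2 fell with starvation, and 25 without control serum-supplemented replicate 1. Between the lines 16 fell and none rose in serum (17 when adjusted over the list alone; 46 without control serum-supplemented replicate 1), and 18 rose and 3 fell under starvation (32 and 4 without that library). Neither comparison between the lines passed as a list (adjusted p = 0.446 and 0.250, Fisher's exact test; adjusted p = 0.804 and 0.716 from camera with an estimated correlation), and both did without that library (3.02e-15 and 0.000116).

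The lists of markers of other cell types hold few tested genes, so their shares called are imprecise. Of all tested genes, 31.5% were called in serum and 38% under starvation. Calls between the lines in serum, higher and lower, were 0 and 2 of 9 macrophage markers, 1 and 1 of 9 endothelial, 2 and 1 of 4 skeletal muscle, 1 and 0 of 9 epithelial, 0 and 2 of 5 osteoclast, 4 and 0 of 10 neural and Schwann cell, 0 and 3 of 4 adipocyte and 0 and 1 of 6 pericyte markers. Under starvation they were 0 and 3, 1 and 0, 2 and 1, 1 and 0, 0 and 3, 3 and 0, 0 and 2, and 1 and 1 in the same order.

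Whole chromosomes were shifted between the lines. The median log2 fold change of the 626 tested X-linked genes lay -0.47 from that of all genes in serum and -0.43 under starvation, and chromosomes 3, 12 and 10 lay lower (-0.26, -0.25 and -0.23 in serum) and chromosomes 16, 5 and 4 higher (0.25, 0.24 and 0.21). The X medians of single libraries, set against the mean of the control libraries, were -0.03 to 0.02 in control and -0.35 to -0.30 in NG2|EDmut cells. The lines were thus apart by far more than the SD between serum replicates, 0.027 with both lines combined. This fits a candidate explanation set before the test, a gain or loss of whole chromosomes in one of the lines. The calls were repeated after each gene was centred on its chromosome's median. In serum 78.1% of the genes called (4601 of 5894) and under starvation 83% (5899 of 7111) were still called. An equal shift of all genes of a chromosome is thus not the cause of all calls. Centring leaves in place any effect on genes of other chromosomes and any change of a chromosome part. It therefore cannot exclude chromosome changes as the cause. The 10 splits of the libraries cannot give a share under 0.05, and the real split, 1 of 10, called 5894 genes in serum against 2 in the highest other, and 7111 under starvation, again 1 of 10, against 0. The paper's methods derive both lines from 1 immortalized clone, so a change fixed before editing would be shared, and with 1 line per genotype these counts do not separate a change fixed during editing, recloning or later passage from an effect of the truncation.

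Of the listed Y-linked genes, 4 were near the floor in NG2|EDmut cells. In serum Ddx3y was at 30.2 ± 4.86 CPM in control and 1.27 ± 0.345 CPM in NG2|EDmut cells (SD, n = 3; log2 fold change -4.57, adjusted p = 2.57e-07 from edgeR), and Kdm5d, Eif2s3y and Uty fell by 3.96, 3.89 and 5.05, so that of the 5 listed sex chromosome genes 4 fell in serum and 5 under starvation. The paper's methods give both lines 1 origin, the same immortalized clone, so a separate female origin would go against them. Such an origin with an inactive X would bring high Xist, but the log2 fold change of Xist was -2.15 in serum (adjusted p = 0.0706 from edgeR; 0.0401 without NG2|EDmut serum starvation replicate 1 and 0.0257 without NG2|EDmut serum starvation replicate 3, within 0.0120 to 0.276) and Xist fell by 4.26 under starvation (adjusted p = 0.00387 from edgeR), and an X lost or active in culture keeps this open. The control cells themselves carried Xist beside Y-linked RNA, at 11.4 ± 1.52 CPM in serum and 8.42 ± 5.56 CPM under starvation. In NG2|EDmut cells Xist was at 2.56 ± 1.66 and 0.445 ± 0.564 CPM. These fold changes are therefore against a line that expresses Xist. Why the control line carried both was not tested, and the values do not show which line departs from the shared clone. A loss of the Y chromosome in most NG2|EDmut cells may leave such levels, at most 7.09% of the control level over these 4 genes and both conditions. The 11 tested Y-linked genes as a set moved less, with a median log2 fold change of -1.04 in serum, where 7 were called, and -1.57 under starvation, which speaks against a loss unless reads of the others come from copies elsewhere in the genome, and this was not tested. A loss cannot be told apart from a mixed or differently derived culture here. The sex of the mouse behind that clone is not given in the sources used here.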
